# Selective targeting and modulation of plaque associated microglia via systemic hydroxyl dendrimer administration in an Alzheimer’s disease mouse model

**DOI:** 10.1186/s13195-024-01470-3

**Published:** 2024-05-06

**Authors:** Caden M. Henningfield, Neelakshi Soni, Ryan W. Lee, Rishi Sharma, Jeffrey L. Cleland, Kim N. Green

**Keywords:** Microglia, Alzheimer’s disease, Inflammation, Dendrimers, Amyloid

## Abstract

**Background:**

In Alzheimer’s disease (AD), microglia surround extracellular plaques and mount a sustained inflammatory response, contributing to the pathogenesis of the disease. Identifying approaches to specifically target plaque-associated microglia (PAMs) without interfering in the homeostatic functions of non-plaque associated microglia would afford a powerful tool and potential therapeutic avenue.

**Methods:**

Here, we demonstrated that a systemically administered nanomedicine, hydroxyl dendrimers (HDs), can cross the blood brain barrier and are preferentially taken up by PAMs in a mouse model of AD. As proof of principle, to demonstrate biological effects in PAM function, we treated the 5xFAD mouse model of amyloidosis for 4 weeks via systemic administration (ip, 2x weekly) of HDs conjugated to a colony stimulating factor-1 receptor (CSF1R) inhibitor (D-45113).

**Results:**

Treatment resulted in significant reductions in amyloid-beta (Aβ) and a stark reduction in the number of microglia and microglia-plaque association in the subiculum and somatosensory cortex, as well as a downregulation in microglial, inflammatory, and synaptic gene expression compared to vehicle treated 5xFAD mice.

**Conclusions:**

This study demonstrates that systemic administration of a dendranib may be utilized to target and modulate PAMs.

## Main points

1. Systemically injected hydroxyl dendrimers (HDs) can cross the Blood-brain-barrier (BBB) and are preferentially phagocytosed by plaque associated microglia (PAMs) in the brain of 5xFAD mice.
2. 5xFAD mice treated with HDs conjugated to a CSF1R inhibitor (D-45113) show significant reductions in amyloid pathology, microglial number, and inflammatory gene transcription.
3. HDs have therapeutic potential to cross a slightly impaired BBB and specifically target and modulate PAMs in AD while leaving other cell types unaffected.

## Introduction

Alzheimer’s disease (AD) is a progressive, age-related neurodegenerative disorder that is triggered by the appearance and build-up of amyloid-beta (Aβ) plaques in the cortex. Our lab and others have shown that microglia play an integral role in plaque formation and homeostasis, as well as downstream pathogenesis such as loss of synapses, perineuronal nets, and neurons [9]; Hansen, Hanson, & Sheng [20]; E. Spangenberg et al [61, 62].​ In addition to initiating the inflammatory response to disease pathology, phenotypically distinct microglia cluster around Aβ plaques and actively regulate plaque morphology (e.g., compaction) [6]; Condello, Yuan, Schain, & Grutzendler [8]. Moreover, recent genome-wide association studies associated single nucleotide polymorphisms of genes highly enriched or exclusively expressed in myeloid cells (including *Trem2*, *Tyrobp*, *Apoe*, *Ms4a*, *Abca7*, *Abi3*, *Spi1*) with an altered risk of developing AD [20, 24, 25, 32, 64]. These data indicate microglia as a mediator of AD and a potential therapeutic target.

Microglia surrounding plaques undergo significant physical and chemical changes, including the retraction of their processes and swelling of their cell bodies. These changes are mediated by extensive alterations in gene expression, which reprogram the microglia to mount inflammatory responses and remodel their metabolism and lipid handling [20]. As a result, they transition to a disease-associated microglia (DAM) phenotype, characterized by specific functional and molecular features. These changes in gene expression have been well studied by single cell RNA sequencing and find heterogenous subsets of microglia in AD, demarcated by the expression of genes such as *Trem2* and *Tyrobp* that conventionally differentiate between disease- vs. non-disease-associated microglia, which in AD roughly correspond to plaque- and non-plaque-associated microglia (PAM and NPAM) respectively [30]. Currently, the role of PAMs in AD is unclear as brain wide microglial gene deletion and overexpression studies have shown contradicting results [18]; Gratuze, Leyns, & Holtzman [17, 26, 27, 33, 34, 54, 68]. Thus, there is a critical need to specifically target and modulate PAMs over NPAMs to determine this cell population’s contribution to AD.

Dendranib precision nanomedicine is based on hydroxyl dendrimer (HD) technology. HDs consist of a hydrophobic core, repeating branches that expand outward, and hydrophilic functional groups at the outer surface. Importantly, the high density of surface hydroxyls provides a neutral charge allowing HDs to easily cross the blood brain barrier (BBB) in regions of inflammation and be selectively internalized by activated microglia and macrophages [44, 45, 47–49, 66].

Size and surface chemistry of dendrimers determine their toxicity and biodistribution [4]. More than 100 dendritic structures have been reported. Some dendrimers have been used clinically for nucleic acid and drug delivery in cancer, including many types of brain tumors [3, 29, 31, 42, 43, 71] and show potential application in gene therapy [1, 19, 40]. Notably, polyamidoamine (PAMAM) dendrimers have been shown to cross the BBB during times when pathological insults such as stroke, tumors, or traumatic brain injury compromise the BBB [56]. Traditional dendrimers alone do not bypass the BBB​ with high efficiency without resorting to invasive approaches such as carotid artery injections [63, 74]. Recently, however, systemic administration of HDs have shown promise in bypassing slightly impaired BBB and were shown to be taken up specifically by microglia and macrophages in regions of neuroinflammation in rodent models of cerebral palsy, glioblastoma, Rett syndrome, AD, ALS, and multiple sclerosis (MS) [44, 45, 47–49, 59, 60, 66]. In the AD brain, PAMs are the primary phagocytic macrophages; therefore, HDs theoretically have the capacity to bypass the BBB and become specifically engulfed by PAMs.

Here, we sought to determine whether HDs can successfully bypass the BBB and be specifically phagocytosed by PAMs in the context of AD.​ To that end, we intraperitoneally injected HDs conjugated to a Cy5 fluorophore into an aggressive mouse model of amyloidosis; 5xFAD mice at 7 months of age. We find that one injection is sufficient for the dendrimers to cross the BBB and leads to brain-wide, PAM-specific engulfment of these HDs into the microglial lysosomal compartment. To therapeutically modulates PAM function, as proof of principle, we used D-45113, a dendranib that inhibits CSF1R tyrosine kinase. Our lab has previously shown that all microglia express CSF1R, and that inhibition of CSF1R leads to the indiscriminate death of the microglia [12], and that the elimination of microglia in 5xFAD mice can inhibit plaque development early in disease, and rescue synapse and neuronal number associated with late disease [61, 62]. Additionally, our lab and others have shown that low-dose inhibition of CSF1R can inhibit microglia-plaque association, attenuate neuroinflammation and rescue synaptic integrity and cognition in AD mouse models [10, 51]. Not to be overlooked, studies inhibiting CSF1R in tauopathy models show reduced levels of microglia which leads to reductions in tau levels, amelioration of inflammation, and synaptic, and neuronal loss [2, 28, 41]. Altogether, HDs represent a novel and nuanced approach for targeting PAMs and further studies should be undertaken with other microglial modulators to uncover the specific role of PAMs in AD. Establishing the effectiveness of these dendrimers in targeting and treating PAMs will allow us to tailor appropriate therapies towards this subset of microglia and develop therapeutic treatments with greater precision.

## Methods

### Synthesis of D-45113

D4-alkyne dendrimer (Lot# DP-07-85-3) was dissolved in 20 mL of anhydrous dimethylacetamide (DMA). A CSF1R tyrosine kinase inhibitor with a terminal azide was added to a stirring solution of D4-alkyne. Copper bromide and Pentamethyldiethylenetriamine (PMDTA) were then added to the solution. The stirring solution was placed in a 95ºC oil bath overnight. The reaction mixture was then dialyzed against DMA followed by water (membrane cut-off at 1000 Da). The aqueous solution was then lyophilized to obtain D-45113.

### Mice

All animal experiments performed in this study were approved by the UC Irvine Institutional Animal Care and Use Committee (IACUC) and were compliant with ethical regulations for animal research and testing. Mice were mixed sex C57BL/6 (000664) mice. Animals were housed with open access to food and water under 12 h/12 h light-dark cycles. All mice were aged to 5 or 12 months unless otherwise indicated. The 5xFAD mouse expresses five familial AD genes (APP Swedish, Florida, and London; PSEN1 M146L + L286V; [50] and is characterized by aggressive amyloid pathology throughout the brain and synaptic and neuronal loss in the subiculum. For 5xFAD genotyping, the primer sequences used were PS1 Forward 5′ - AAT AGA GAA CGG CAG GAG CA – 3′ and PS1 Reverse 5′ - GCC ATG AGG GCA CTA ATC AT – 3′.

### Animal treatments

All rodent experiments were performed in accordance with animal protocols approved by the Institutional Animal Care and Use Committee (IACUC) at the University of California, Irvine. 7-month-old wild-type (WT) or 5xFAD mice were intraperitoneally (IP) injected with 55 mg/kg G4 PAMAM hydroxyl dendrimers conjugated to a Cy5 fluorophore followed by euthanasia 48 h post injection. For time course D-Cy5 experiments, 7–9-month-old mice were treated as above, but euthanized either 48 h, 15 days, or 21 days post injection. For D-45113 experiments, 4 month and 11-month-old mice were IP injected with 200 mg/kg of D-45113 twice per week for four weeks. At the end of treatments, mice were euthanized via CO_2_ inhalation and transcardially perfused with 1X phosphate buffered saline (PBS). For all studies, brains were removed, and hemispheres separated along the midline. Brain halves were either flash frozen for subsequent biochemical analysis, or drop-fixed in 4% Paraformaldehyde (PFA; Thermo Fisher Scientific, Waltham, USA) for subsequent immunohistochemical analysis. Half brains collected into 4% PFA for 48 h and then transferred to a 30% sucrose solution with 0.02% sodium azide for another 48–72 h at 4 C. Fixed half brains were sliced at 40 μm using a Leica SM2000 R freezing microtome.

### Histology and confocal microscopy

Fluorescent immunolabeling was performed using a standard indirect technique as described previously [22]. Brain sections were stained with primary antibodies against: ionized calcium binding adaptor molecule 1 (IBA1; 1:1000; 019-19741, Wako and ab5076, Abcam), CD68 (1:200; BioRad) glial fibrillary protein (GFAP; 1:1000; Abcam), NeuN (1:1000; Millipore), OLIG2 (1:200; Abcam), Aβ1–16 (6E10; 1:1000; Biolegend), and anti-lysosomal associated membrane protein 1 (LAMP1; 1:200; Santa Cruz Biotechnologies). For Amylo-Glo staining (TR-300-AG; Biosensis), tissue sections were washed in 70% ethanol 1 × 5 min, followed by a 1 × 2 min wash in distilled water. Sections were then placed in a 1% Amylo-Glo solution for 1 × 10 min then washed with 0.9% saline for 1 × 5 min and distilled water for 1 × 15 s before continuing fluorescent immunolabelling. For Thioflavin-S (Thio-S) staining, tissue sections were placed for 1 × 10 min incubation in 0.5% Thio-S (1892; Sigma-Aldrich) diluted in 50% ethanol. Sections were then washed 2 × 5 min each in 50% ethanol and one 10-min wash in 1xPBS before continuing with fluorescent immunolabelling.

High resolution fluorescent images were obtained using a Leica TCS SPE-II confocal microscope and LAS-X software. For confocal imaging, one field of view (FOV) per brain region was captured per mouse unless otherwise indicated.

### Aβ and NfL ELISA

To isolate protein for the ELISA, flash-frozen brain hemispheres were microdissected into cortical, hippocampal, and thalamic regions and grounded to a powder. Hippocampal tissue was then homogenized in Tissue Protein Extraction Reagent (TPER (Life Technologies, Grand Island, NY)) with protease and phosphatase inhibitors present. Samples were centrifuged at 100,000 g for 1 h at 4 °C to generate TPER-soluble fractions. To generate formic acid fractions, protein pellets from the TPER-soluble fraction were then homogenized in 70% formic acid and centrifuged at 100,000 g for 1 h at 4 °C, the formic acid fraction is then neutralized. Quantification of soluble and insoluble fractions of both Aβ and NfL was performed as previously described [67].

### RNA sequencing

Whole transcriptome RNA sequencing (RNA-Seq) libraries were produced from hippocampal tissue of WT/Veh, WT/D-45113, 5xFAD/Veh, and 5xFAD/D-45113 mice sacrificed at 12 months of age. RNA was isolated with an RNA Plus Universal Mini Kit (Qiagen, Valencia, USA) according to the manufacturer’s instructions. Library preparation, RNA-seq, and read mapping analysis were performed by Novogene Co. Gene expression was analyzed using Limma, edgeR, and org.Mm.eg.db packages (Robinson, McCarthy, & Smyth [55]), with expression values normalized into FPKM (fragments per kilobase of transcript per million mapped reads). Differentially-expressed genes were selected by using false discovery rate (FDR) < 0.05. Heatmaps were created using Morpheus (Morpheus, https://software.broadinstitute.org/morpheus) and volcano plots were created using VolcaNoseR [16].

### Data analysis and statistics

Both male and female mice were used in all statistical analyses. ThioS, IBA1, NeuN, and OLIG2 counts were measured via the spots function and 6E10, LAMP1, and GFAP volume were measured via the surfaces function on Imaris version 9.6. All analyses were performed on 20x images (550 μm X 550 μm). The number of dendrimer^+^ cells / FOV in the subiculum and somatosensory cortex were manually counted for 20x images (550 μm X 550 μm) for each mouse via ImageJ. Number of PAMs and NPAMs with dendrimer present in their lysosome were then counted and divided by the total number of PAMs and NPAMs, respectively to get the ratio of PAMs and NPAMs containing Cy5 dendrimer.

Statistical analysis was performed with Prism Graph Pad (v.8.0.1; La Jolla, USA). To compare two groups, the unpaired or paired Student’s t-test was used. Time-course data was analyzed using One-way ANOVA (48 h, 15 days, and 21 days), while D-45113 data with more than two groups used Two-way ANOVA (Treatment: Vehicle vs. D-45113 and Genotype: WT vs. 5xFAD) using GraphPad Prism Version 8. Tukey’s post hoc tests were employed to examine biologically relevant interactions from the two-way ANOVA regardless of statistical significance of the interaction. For all analyses, statistical significance was accepted at *p* < 0.05. and significance expressed as follows: *p < 0.05, **p < 0.01, ***p < 0.001. n is given as the number of mice within each group. Statistical trends are accepted at *p* < 0.10 (^#^). Data are presented as raw means and standard error of the mean (SEM).

## Results

### Hydroxyl dendrimers are phagocytosed exclusively by PAMs in the 5xFAD mouse brain

To determine whether HDs can be used as a pharmacological tool to target PAMs in an AD mouse model, we utilized HDs conjugated to a Cy5 fluorophore (referred to as D-Cy5) as previously described [44, 45, 47–49, 66] (Fig. 1a). 7-month-old 5xFAD mice were intraperitoneally injected with D-Cy5 or saline and subsequently perfused 48 h, 15 days, or 21 days post injection (Fig. 1b). Cy5 signal is seen in the brain of 5xFAD, with a marked abundance of Cy5 around dense core plaques stained with Amylo-Glo (Fig. 1c), while control 5xFAD mice show no Cy5 signal in the brain (Fig. 1d). Upon closer inspection, D-Cy5 colocalizes with microglia (IBA1) and microglial lysosomes (CD68), in both the hippocampus (Fig. 1e, e1) and somatosensory cortex (Fig. 1g, g1), clustered around plaques, indicating that PAMs may phagocytose D-Cy5. Importantly, wild-type (WT) mice treated with D-Cy5 show very little to no Cy5 signal in the hippocampus (Fig. 1k) and somatosensory cortex (Fig. 1l); however, when signal is present, D-Cy5 colocalizes with microglia and their lysosomes. Quantification shows that 55% and 60% of PAMs as well as 20% and 15% of NPAMs contain D-Cy5 in the hippocampus and somatosensory cortex, respectively in 5xFAD mice (Fig. 1f and h), showing a preferential targeting of PAMs vs. NPAMs. Further, D-Cy5 is present in 5xFAD brains at 48 h, 15 days, and persists up to 21 days post injection in both the subiculum (Fig. 1j) and somatosensory cortex (Fig. 1j). To determine if any other cell types in the 5xFAD brain take up D-Cy5 we stained for astrocytes (GFAP; Fig. 1m, m1), neurons (NeuN; Fig. 1n), and oligodendrocytes (OLIG2; Fig. 1o, o1) and find virtually no D-cy5 signal in any of these cell types in the subiculum (Fig. 1p) nor somatosensory cortex (Fig. 1q).

**Fig. 1:**
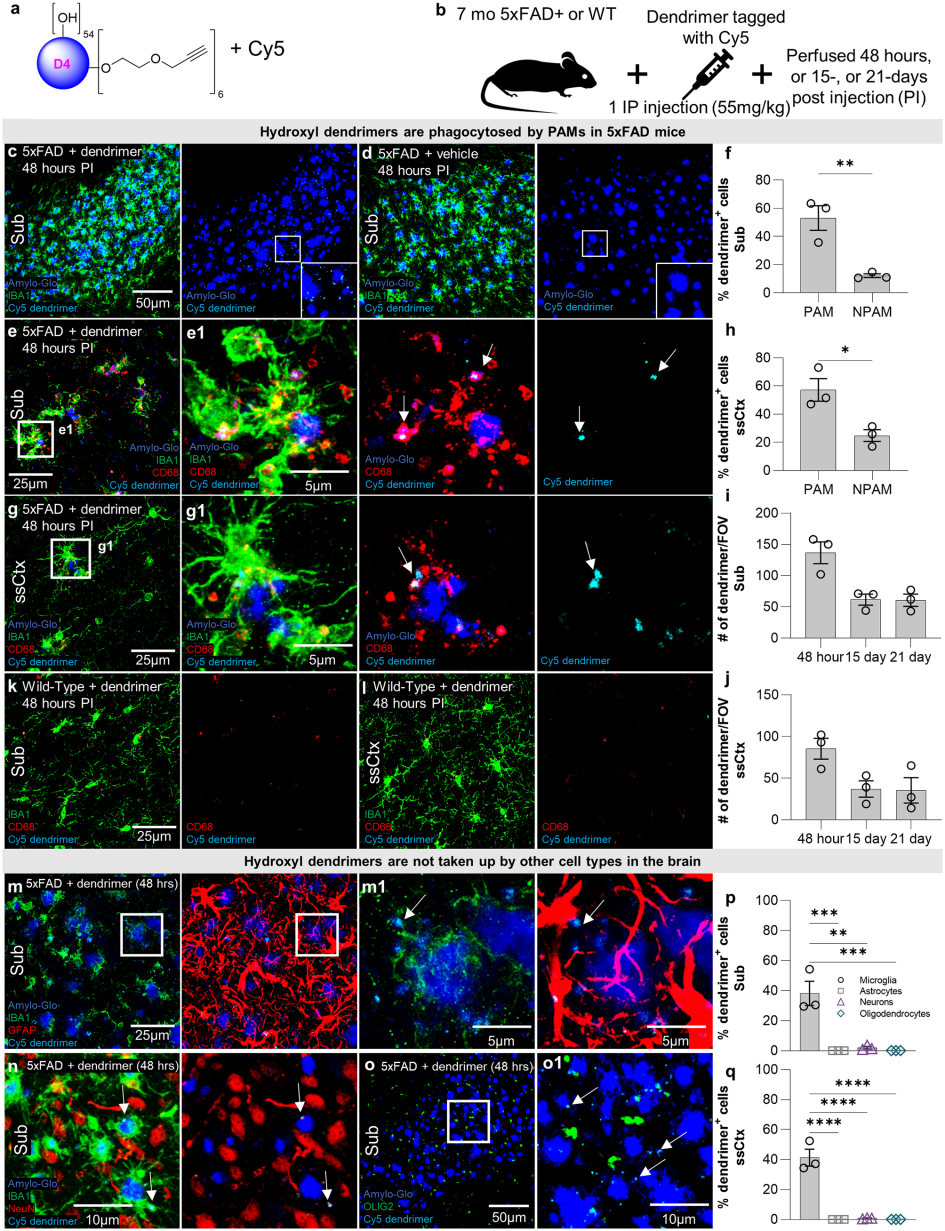
G4 HDs are phagocytosed by plaque associated microglia (PAM). Schematic HD conjugated to a Cy5 fluorophore (D-Cy5) (**a**). Experimental paradigm: 5xFAD mice were IP injected with D-Cy5 and perfused either 48 h, 15 days, or 21 days post injection (**b**). Representative 20x confocal microscopy images of the subiculum at 48 h post injection (**c**) show D-Cy5 localization in plaque-heavy areas, while 5xFAD mice injected with vehicle do not show Cy5 signal (**d**). 63x (**e**, **g**) and inset images (**e1**, **g1**) of the hippocampus (**e**) and somatosensory cortex (**g**) highlight D-Cy5 colocalization within microglial lysosomes (CD68). Arrows indicate areas where dendrimers colocalize with CD68. Quantification of 20x images of the percentage of plaque-associated microglia (PAM) and non-plaque-associated microglia (NPAM) containing dendrimer reveal that D-Cy5 are taken up primarily by PAM and to a lesser extent by NPAM in the subiculum (**f**) and somatosensory cortex (**h**) 48 h post injection. Quantification of the number of D-Cy5 puncta present in a 20x FOV at 48 h, 15 days, and 21 days post injection in the hippocampus and somatosensory cortex indicate that HDs persist in the brain through 21 days in the subiculum (**i**) and somatosensory cortex (**j**). Representative 20x images of WT mice injected with dendrimer show small amounts of dendrimer present in the subiculum (**k**) and somatosensory cortex (**l**) 48 h post injection. 63x representative images (**m**) and zoomed in images (**m1**) of GFAP (astrocytes) and IBA1 staining, 63x images of IBA1 and NeuN (neurons) staining (**n**), and 20x (**o**) and zoomed in images of OLIG2 (oligodendrocytes) staining show virtually no uptake of D-Cy5 in any of these cell types in the subiculum (**p**) nor somatosensory cortex (**q**). Statistical analysis for (**f**, **h**) used a two-tailed t-test; (**i**, **j**, **p**, **p**) used a one-way ANOVA with Tukey’s multiple comparison test. Significance indicated as * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001

### D-45113, a dendranib that inhibits CSF1R, rescues Elevated Plus Maze (EPM) performance and Aß burden in 12-month-old 5xFAD mice

Having confirmed that HDs can pass the BBB and preferentially target PAMs in 5xFAD mice, we sought to determine the biological potential of these dendrimers through a proof of principle experiment. To that end, we used D-45113, a dendranib that inhibits CSF1R tyrosine kinase (Fig. 2a) which has a Kd of 0.04nM against CSF1R (Fig. 2b). D-45113 or HD (vehicle group) was administered to 4- and 11-month-old 5xFAD and WT mice (IP) twice weekly for 4 weeks (Fig. 2c), giving the following 4 groups: WT/Veh, WT/D-45113, 5xFAD/Veh, and 5xFAD/D-45113 (Fig. 2d). Mice were assessed with the elevated plus maze (EPM) task 24 h after the last injection and subsequently perfused 24 h later at which point, they were analyzed via immunohistochemistry (IHC), protein, and RNA analyses.

Anxiety behavior in mice was evaluated using the EPM as 5xFAD mice show robust impairments in this task. At 5 months of age, there are no apparent changes in behavior, as performance was similar across all groups regardless of genotype or treatment, as evidenced by their comparable time spent in the open arm of the maze (Fig. 2e). However, the distance travelled by 5xFAD/Veh mice is lower than that of both WT/D-45113 and 5xFAD/D-45113 mice, indicating that D-45113 may increase hyperexcitability in 5-month-old mice (Fig. 2f). At 12 months of age, 5xFAD/Veh and 5xFAD/D-45113 mice spend significantly more time in the open arm of the EPM compared to WT/Veh and WT/D-45113 mice (Fig. 2g), as expected [14]. Strikingly, time spent in the open arm is rescued in 5xFAD/D-45113 mice compared to 5xFAD/Veh mice, suggesting that D-45113 injection may improve behavioral outcomes in these mice (Fig. 2g). Notably, there is no significant difference in total distance travelled between any of the four groups at 12 months of age (Fig. 2h).

**Fig. 2:**
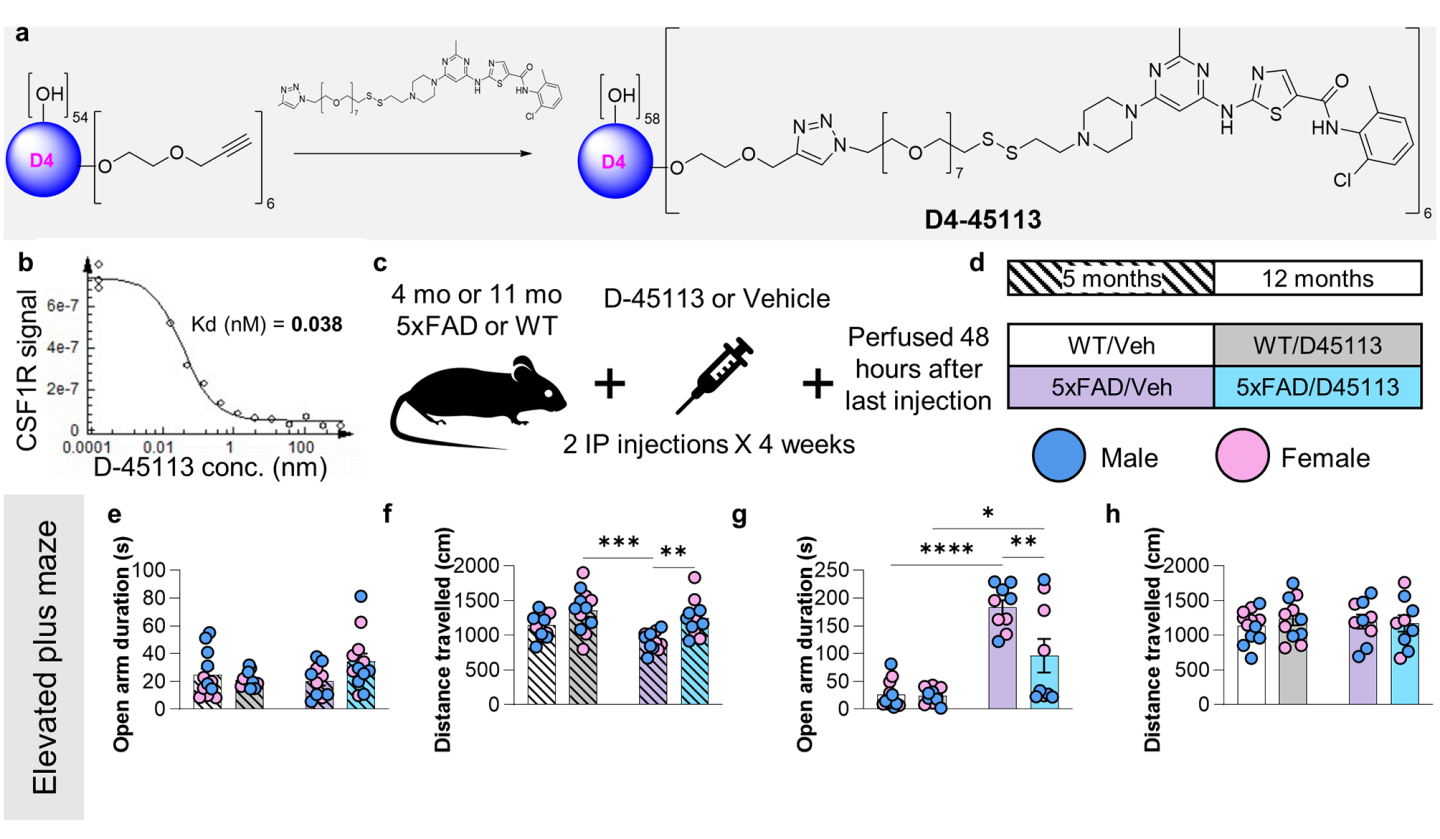
Intraperitoneal administration D-45113 rescues elevated plus maze performance in 5xFAD mice. Schematic of D-45113, a dendranib that inhibits CSF1R tyrosine kinase (**a**). Graph measuring the amount of CSF1R kinase plotted against D-45113 concentration (Kd = 0.04) (**b**). Experimental paradigm schematic revealing that 4- and 11-month-old 5xFAD and wild-type (WT) mice were injected with D-45113 or a vehicle for a total of 8 injections over the course of a month, at which point animals were perfused at either 5- or 12-months of age (**c**). All subsequent analysis and images of the 5-month timepoint are indicated by diagonal hatch lines while the 12-month timepoint is solidly filled, with male data-points filled with blue, and female data-points filled with pink (**d**). Elevated plus maze data at the 5-month timepoint indicate no changes are seen in the amount of time spent in the open maze arms with dendrimer treatment nor with 5xFAD genotype (**e**), however; WT/D-45113 and 5xFAD/D-45113 mice traveled a greater distance over the course of the 5-minute trial compared to 5xFAD/Veh mice (**f**). In the 12-month timepoint, the 5xFAD groups both showed a significant increase in the duration of time spent in the open arms of the maze, as expected, but strikingly, 5xFAD/D-45113 mice showed a significant rescue in behavior when compared to 5xFAD/Veh mice (**g**). Importantly, no groups in the 12-month timepoint significantly differed in total distance travelled during the trial (**h**). All analyses performed on this figure used a two-way ANOVA with Tukey’s multiple comparison test. Significance indicated as * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001

To investigate whether D-45113 treatment modulates pathological changes in the brains of 5xFAD mice, we performed IHC using Thio-S, an amyloid-specific dye for dense core plaques, and 6E10, an antibody against Aβ and APP. At 5 months of age in the somatosensory cortex, 5xFAD/D-45113 mice exhibit a trending reduction in the number of Thio-S dense core plaques (*p* = 0.057; Fig. 3a, b) and a significant reduction in extracellular 6E10 staining (*p* = 0.0034; Fig. 3e, f) compared to 5xFAD/Veh mice. However, in the plaque-heavy subiculum, no significant differences are observed between the two 5xFAD groups in the number of ThioS + plaques (Fig. 3c, d) or 6E10 staining (Fig. 3g, h). At the 12-month time point, a trending reduction in ThioS + plaque number (*p* = 0.11; Fig. 3i, j) and a significant reduction in 6E10 staining (*p* = 0.032; Fig. 3m, n) are observed in the 5xFAD/D-45113 group compared to the 5xFAD/Veh group in the somatosensory cortex. In the subiculum, no differences are observed in the number of ThioS + dense core plaques (Fig. 3k, l); however, a significant reduction in extracellular 6E10 volume was observed in 5xFAD/D-45113 mice compared to 5xFAD/Veh controls (*p* = 0.0025; Fig. 3o, p).

We measured the levels of insoluble and soluble Aβ40 and − 42 in the hippocampal tissue from 5xFAD/D-45113 and 5xFAD/Veh brains. As expected, the amount of soluble and insoluble Aβ40 is significantly higher at the 12-month time point compared to the 5-month time point. However, D-45113 administration has no effect on the concentration of Aβ40 in the hippocampus (Fig. 3q, r). Similarly, an age-dependent increase in soluble and insoluble Aβ42 is observed, but no changes in concentration were observed due to D-45113 administration (Fig. 3s, t).

**Fig. 3:**
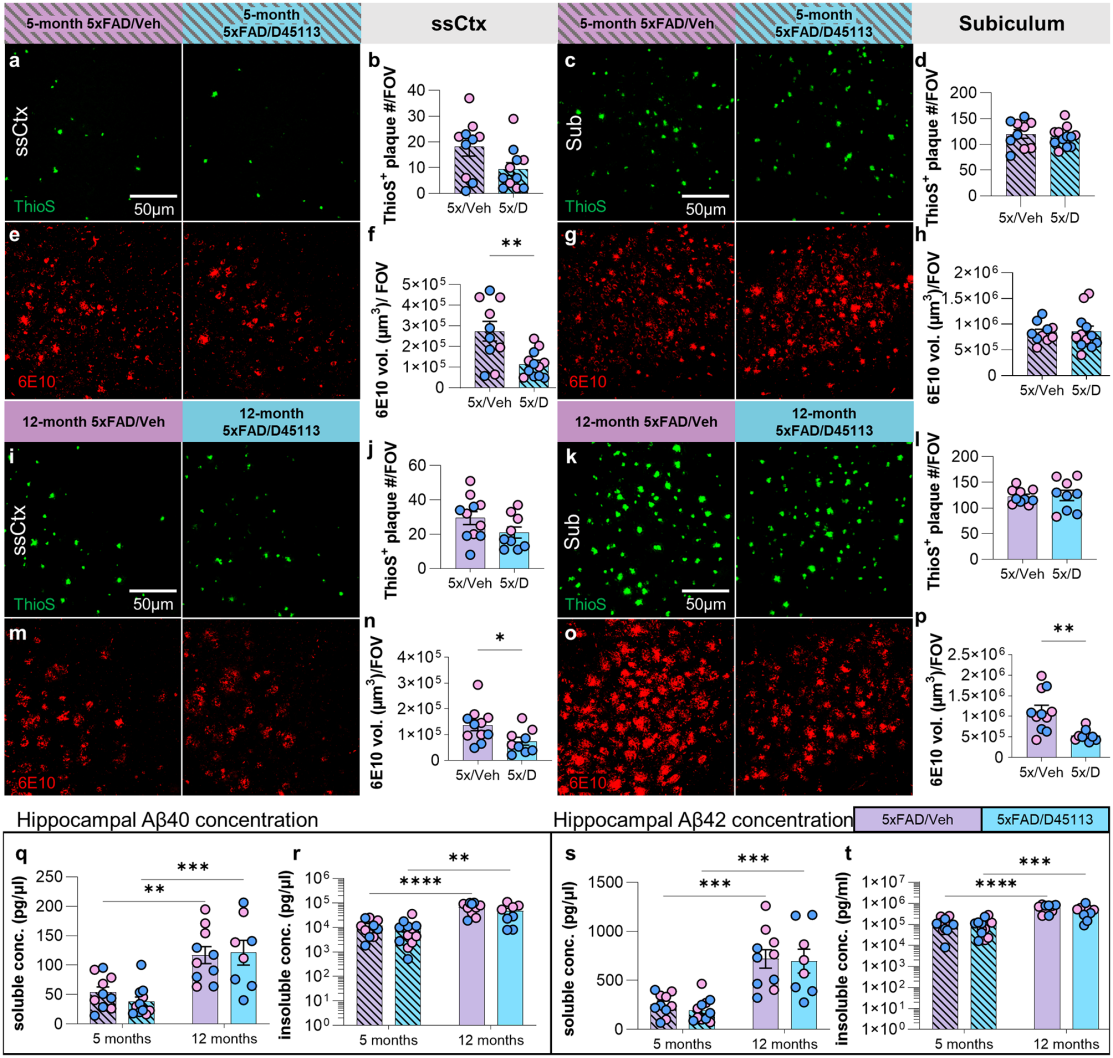
D-45113 treatment reduces Aβ plaque volume but not soluble and insoluble Aβ levels in the brains of 5xFAD mice. Representative 20x images of Thioflavin S (ThioS) staining in the somatosensory cortex (**a**) and subiculum (**c**) in 5-month 5xFAD groups, showing a nearly significant decrease in in ThioS^+^ dense-core plaques in the somatosensory cortex (**b**), but no change in the subiculum (**d**). 20x images of 6E10 staining for Aβ in the somatosensory cortex (**e**) and subiculum (**g**) in 5-month 5xFAD/Veh and 5xFAD/D-45113 groups reveal a significant reduction in 6E10 in the somatosensory cortex (**f**) of 5xFAD/D-45113 mice, but no change in the subiculum (**h**). Representative 20x images of ThioS staining in 12-month-old 5xFAD/veh and 5xFAD/D-45113 groups in the somatosensory cortex (**i**) and subiculum (**k**) and corresponding analysis shows a trending reduction in ThioS^+^ plaques in the somatosensory cortex (**j**), but not subiculum (**l**). 20x images of 6E10 staining in the somatosensory cortex **(m)** and subiculum (**o**) show striking reductions in 6E10 total volume in 5xFAD/D-45113 mice compared to 5xFAD/Veh controls in both brain regions (**n**, **p**). Hippocampal Aβ40 concentration measured via MSD assay shows an increase in soluble (**q**) and insoluble (**r**) Aβ40 levels in 12-month-old 5xFAD groups compared to 5-month-old 5xFAD groups, but no effects due to D-45113 treatment are observed. Similarly, soluble (**s**) and insoluble (**t**) hippocampal Aβ42 concentrations increase with age, but no changes are seen due to D-45113 treatment. Statistical analysis for (b, d, f, h, j, l, n, p) used a two-tailed t-test; (**q**-**t**) used a two-way ANOVA with Tukey’s multiple comparison test. Significance indicated as * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001

### D-45113 treatment reduces the number of microglia in aged 5xFAD mice

Having shown that HDs selectively target PAMs, we next investigated the effect of D-45113 treatment on microglia. We performed IHC on brain sections from 5- and 12-month-old WT/Veh, WT/D-45113, 5xFAD/Veh, and 5xFAD/D-45113 mice with the microglial marker, IBA1, and the dense core plaque stain, Amylo-Glo (Fig. 4a, d). At 5 months of age, we observe an increase in the number of IBA1 + microglia in both 5xFAD groups compared to the WT groups, as expected. However, no differences are observed due to D-45113 treatment in either the WT or 5xFAD mice at 5 months of age (Fig. 4b, c). Exploring the 12-month time-point, significant reductions in IBA1 + microglia cell number are induced by D-45113 treatment in both brain regions in 5xFAD mice, but not WT mice (Fig. 4e, f). Along with reductions in microglia number, microglia-plaque association is lowered in 5xFAD/D-45113 mice compared to 5xFAD/Veh mice in the subiculum and somatosensory cortex (Fig. 4g, h), indicating that D-45113 is able to modulate microglial activity.

We next investigated whether D-45113 treatment affected astrocytes, as microglial activation has previously been shown to induce astrogliosis [38]. We stained 12-month-old WT/Veh, WT/D-45113, 5xFAD/Veh, and 5xFAD/D-45113 mouse brain slices with the reactive astrocyte marker GFAP and Amylo-Glo (Fig. 4i) and measured GFAP + staining in the somatosensory cortex and subiculum. In both regions, we observe an increase in the GFAP + signal in both 5xFAD groups compared to both WT groups, consistent with previous literature [14]. However, no changes are observed due to D-45113 administration (Fig. 4j, k).

**Fig. 4:**
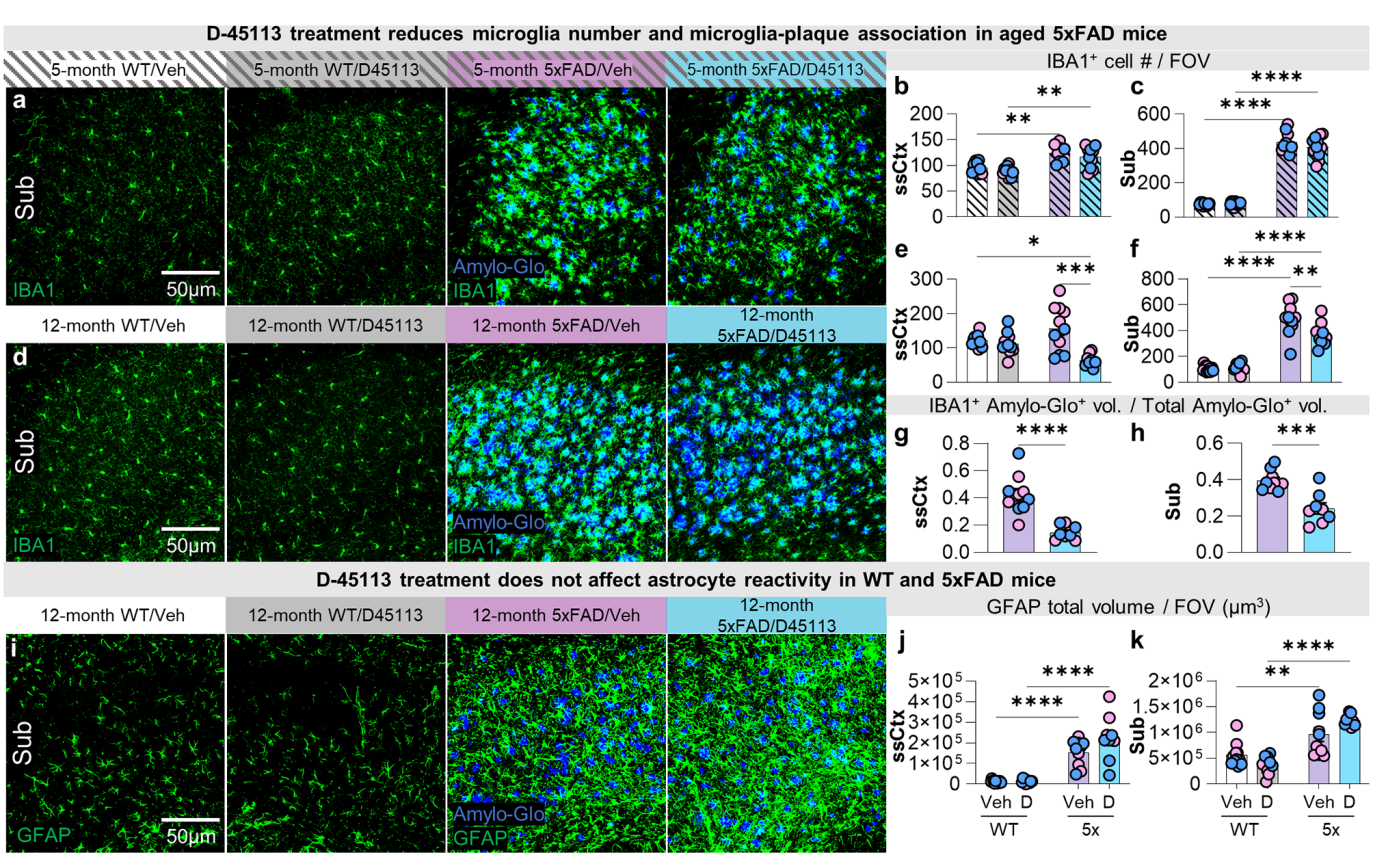
D-45113 treatment reduces the number of microglia but not GFAP + astrocytes in aged 5xFAD mice. Representative 20x images of the subiculum of 5-month-old WT/Veh, WT/D-45113, 5xFAD/Veh, and 5xFAD/D-45113 stained for IBA1 and Amylo-Glo (**a**). In both the somatosensory cortex (**b**) and subiculum (**c**), the number of IBA^+^ cells increase in the 5xFAD groups compared to the WT groups; however, no changes are observed due to dendrimer treatment. 20x images in the subiculum of 12-month-old groups stained for IBA1 (**d**) show a significant reduction in the number of IBA1^+^ cells in the 5xFAD/D-45113 group compared to the 5xFAD/Veh group in both the somatosensory cortex (**e**) and subiculum (**f**). At 12-months of age, 5xFAD/D-45113 mice show decreased colocalization between IBA^+^ microglia and plaques compared to 5XFAD/Veh mice in the somatosensory cortex (**g**) and subiculum (**h**). Representative 20x images of the subiculum of all four groups stained with reactive astrocyte marker, GFAP, and Amylo-Glo (**i**). In the somatosensory cortex (**j**) and subiculum (**k**) there is more GFAP volume in the 5xFAD groups compared to the WT groups, however, no changes occur with D-45113 treatment. Statistical analysis for (**g**, **h**) used a two-tailed t-test; (**b**, **c**, **e**, **f**, **j**, **k**, **m**, **n**) used a two-way ANOVA with Tukey’s multiple comparison test. Significance indicated as * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001

### D-45113 treatment in aged mice reduces microglial and inflammatory gene expression in 5xFAD mice

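Hippocampal RNA was sequenced from 32 mice aged 12 months. There were 8 mice (4 females and 4 males) in each of the groups WT/Veh, WT/D-45113, 5xFAD/Veh and 5xFAD/D-45113. 5xFAD mice carry human transgenes with familial AD mutations under Thy1 regulatory sequences and develop amyloid plaques. D-45113 is a hydroxyl dendrimer conjugated to an inhibitor of CSF1R, the receptor tyrosine kinase on which microglia depend for survival. It was injected IP at 200 mg/kg, 2 times per week for 4 weeks from 11 months of age, and the vehicle groups received the dendrimer (HD). Libraries were prepared, sequenced and mapped by Novogene. The submitters' processing notes name the mouse build mm10, and the aligner and the counting tool are not given in the sources used here. The authors deposited raw counts and FPKM values of 54532 genes in each mouse. The total count per mouse ranged from 15444249 to 27921743 in WT/Veh (median 19891087.5). It ranged from 14932699 to 21047277 in WT/D-45113 (median 17475758.5). In 5xFAD/Veh mice it ranged from 16536173 to 30368498 (median 24019156), and it ranged from 10707410 to 28869539 in 5xFAD/D-45113 (median 17099811.5). A difference between the totals of 5xFAD/D-45113 and 5xFAD/Veh mice did not pass 0.05 (2-sided exact permutation test over mice, p = 0.0791). This does not show equal depth. The lowest totals of the 32 mice were those of 5xFAD/D-45113 mice 3F (10707410) and 4F (11343098).
The raw counts were analysed with edgeR. Genes with low counts were removed, which left 16723 genes, and the counts were normalized by TMM. The 4 groups entered a single quasi-likelihood model. Its p-values were adjusted by the Benjamini-Hochberg method and called at 0.05. Levels are given as CPM, and a positive log2 fold change means a higher level in the group named first. In addition, 40 gene lists for cell types, brain regions and pathways were tested as sets with camera at a preset correlation between genes of 0.01, and again with a correlation estimated for each list. Each list also has a score per mouse, the mean over its genes of the log2 CPM relative to the mean of the 32 mice. Scores were compared between groups by 2-sided exact permutation tests. Xist and Ddx3y levels matched the sex in the labels in 32 of 32 libraries. Thy1 levels were above those of every WT mouse in 14 of the 16 5xFAD mice. The exceptions were 5xFAD/D-45113 mice 1M (Thy1 423 CPM) and 4F (Thy1 523 CPM), against at most 529 CPM in WT mice. In a look after this was seen, the microglial gene Cst7 had 15.9 CPM in 1M and 14.5 CPM in 4F, and at most 0.958 CPM in WT mice. Where the counting could split reads between near-identical genes, such as C4b and C4a or the H2 genes, the values are uncertain.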

To confirm the IHC changes due to D-45113 treatment, we performed bulk RNA sequencing (RNA-seq) on microdissected hippocampi from WT/Veh, WT/D-45113, 5xFAD/Veh, and 5xFAD/D-45113 mice. 

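In WT mice, D-45113 raised the expression of 3 genes and lowered that of 1 gene. Lcn2, which encodes the iron-binding acute-phase protein lipocalin 2 of neutrophils and reactive astrocytes, lies on chromosome 2 of mm10 from 32384633 to 32388252. Its level was 0.158 ± 0.126 CPM (SD, n = 8) in WT/Veh mice and 3.96 ± 3.49 CPM (SD, n = 8) in WT/D-45113 mice. This is a log2 fold change of 4.55 (SE 0.602, adjusted p = 0.000168 from edgeR's quasi-likelihood test). Lrg1, another acute-phase gene, rose from 0.462 ± 0.306 to 7.51 ± 6.30 CPM (log2 fold change 4.01, SE 0.626, adjusted p = 0.00272 from the same test). Cebpd, a transcription factor of the acute-phase response, rose from 8.32 ± 2.67 to 17.2 ± 4.61 CPM (log2 fold change 1.05, SE 0.203, adjusted p = 0.0443). The peptidase gene Amz1 fell from 22.3 ± 4.63 to 11.2 ± 2.84 CPM (log2 fold change -0.99, SE 0.188, adjusted p = 0.0443).
Of 6 neutrophil genes, 1 (Lcn2) was higher with D-45113 over all genes tested and 4 were higher when adjusted over the list alone. Their median log2 fold change was 2.96 (camera, adjusted p = 1.05e-08, and adjusted p = 0.000489 with an estimated correlation). The alarmin genes S100a8 and S100a9 had log2 fold changes of 2.83 and 3.09 (adjusted p = 0.0973 for both). The neutrophil score was above the WT/Veh mean in 8 of 8 WT/D-45113 mice (exact permutation test, p = 0.000155, the smallest p that 8 mice against 8 allow), and was highest in mouse 2F at 2.19. Of 28 genes of reactive astrocytes, 1 (Lcn2) passed over all genes and 6 were higher when adjusted over the list alone. The score of this list was -0.81 ± 0.20 in WT/Veh and -0.32 ± 0.26 in WT/D-45113 mice (SD, n = 8 each; exact permutation test, adjusted p = 0.0228), and the list had adjusted p = 0.289 with an estimated correlation. Of 16 genes of border-associated macrophages and monocytes, 0 passed over all genes and 9 were higher when adjusted over the list alone. Their median log2 fold change was 1.13 (adjusted p = 0.041 with an estimated correlation), and 0.96 with the choroid plexus and meninges scores as covariates. Of 18 genes of the meninges and fibroblasts, 18 had a positive log2 fold change and 0 passed, with a median of 0.38 (adjusted p = 0.432 with an estimated correlation). Of 23 genes of the glucocorticoid response, 23 had a positive log2 fold change, 0 passed over all genes and 4 were higher when adjusted over the list alone. This list passed with camera (adjusted p = 1.05e-08) but not with an estimated correlation (adjusted p = 0.289). Its score was highest in WT/D-45113 mouse 2F at 1.39, followed by 4F at 0.53. In WT/D-45113 mouse 2M it was -0.38, below the WT/Veh mean of -0.24. Among 34 genes of disease-associated microglia, 30 pan-myeloid genes and 32 genes of MHC and the interferon-gamma response, 0 passed in WT mice. Adjusted over the list alone, 3 genes of disease-associated microglia were higher and 0 of the others passed. In the same mice, 12 of 14 marker genes of the striatum and midbrain had a negative log2 fold change, with a median of -0.96 (adjusted p = 0.289 with an estimated correlation).
At an unadjusted p under 0.05 there were 1139 genes. The number of DEGs was 26 with DESeq2 and 0 with limma voom. With 1 mouse left out it was 2 without WT/Veh mouse 1M, 2F, 3F, 3M or 4F or WT/D-45113 mouse 2F, 2M, 3M or 4M, and 7 without WT/Veh mouse 2M.

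**Figure D1:**
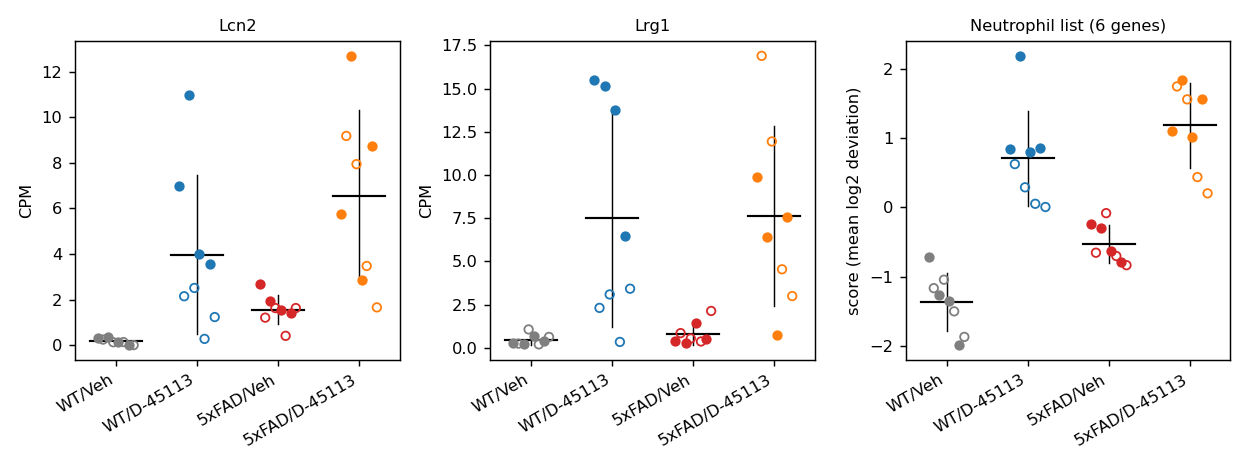
Lcn2 and Lrg1 levels (vertical axes, CPM) and the score of the 6 neutrophil genes (vertical axis, mean log2 deviation from the average of all 32 mice) in the 4 groups. Each point is a mouse, with filled circles for females and open circles for males, horizontal bars for group means and vertical lines for the SD; mean neutrophil scores are -1.36 in WT/Veh, 0.71 in WT/D-45113, -0.53 in 5xFAD/Veh and 1.18 in 5xFAD/D-45113 mice.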

We first compared differentially expressed genes (DEGs) between WT/D-45133 and WT/Veh and found no significantly changed genes between the two groups, indicating that D-45113 does not have an effect on hippocampal gene expression in the WT mice (Fig. 5a). 

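Microglial and inflammatory genes made up the strongest differences between 5xFAD/Veh and WT/Veh mice. In 5xFAD/Veh 611 genes were higher and 35 were lower. Cst7, the gene of the cysteine protease inhibitor cystatin F, lies on chromosome 2 from 150570415 to 150578944. It had 50.2 ± 20.7 CPM (SD, n = 8) in 5xFAD/Veh and 0.292 ± 0.294 CPM (SD, n = 8) in WT/Veh mice (log2 fold change 7.44, SE 0.562, adjusted p = 3.37e-11 from edgeR's quasi-likelihood test). Itgax, which encodes the integrin CD11c, lies on chromosome 7 from 128129547 to 128150657. It rose from 0.477 ± 0.242 to 53.0 ± 11.9 CPM (log2 fold change 6.75, SE 0.377, adjusted p = 1.34e-14). Clec7a, the gene of the pattern recognition receptor dectin-1, lies on chromosome 6 from 129461591 to 129472779. It rose from 1.13 ± 0.831 to 40.5 ± 12.8 CPM (log2 fold change 5.13, SE 0.421, adjusted p = 9.23e-11).
Of 34 genes of disease-associated microglia, 31 were higher over all genes and 32 when adjusted over the list alone, with a median log2 fold change of 2.03. Trem2, the microglial lipid receptor, had a log2 fold change of 2.50 (SE 0.195, adjusted p = 2.18e-11) and the lysosomal gene Cd68 one of 2.52 (SE 0.185, adjusted p = 6.99e-12). Of 30 pan-myeloid genes 29 were higher (30 when adjusted over the list alone). Of 23 genes of homeostatic microglia 16 were higher (19 when adjusted over the list alone). Of 32 genes of MHC and the interferon-gamma response 28 were higher (29 when adjusted over the list alone). Among them was the MHC class I light chain gene B2m (log2 fold change 1.96, SE 0.142, adjusted p = 6.51e-12). Of 31 genes of the type I interferon response 25 were higher (28 when adjusted over the list alone). In 15 complement genes the numbers were 9 and 10. They include C4b, which may share reads with C4a (log2 fold change 2.86, SE 0.164, adjusted p = 1.34e-14). Of 28 genes of reactive astrocytes 15 were higher (18 when adjusted over the list alone). Gfap, the intermediate filament gene of astrocytes, rose from 322 ± 150 to 2363 ± 369.7 CPM (log2 fold change 2.88, SE 0.233, adjusted p = 3.98e-11). Lysosomal genes (21 of 30; 25 when adjusted over the list alone), cytokines and chemokines (10 of 17; 11) and myeloid growth factor signalling (12 of 18; 13) were also higher. These lists passed camera with an estimated correlation too, with adjusted p-values of at most 0.00018. Thy1, whose regulatory sequences drive the transgenes, rose from 458 ± 51.9 to 1118 ± 174 CPM (log2 fold change 1.29, SE 0.147, adjusted p = 5.3e-08).
Of 20 genes of excitatory neurons, 30 presynaptic and 36 postsynaptic genes, 0 passed. Among the genes lower in 5xFAD/Veh were the circadian repressors Per2 (log2 fold change -1.06, SE 0.235, adjusted p = 0.00317) and Cry1 (log2 fold change -0.57, SE 0.135, adjusted p = 0.00612). Marker genes of the thalamus had a median log2 fold change of -0.85 (1 of 14 positive) and those of the choroid plexus of -1.65 (0 of 20 positive). In either list 0 genes passed, and the adjusted p-values were 0.362 and 0.675 with an estimated correlation. With females only, 328 genes passed.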

Consistent with literature [14], the expression of inflammatory genes is higher in 5xFAD/Veh mice compared to WT/Veh, with genes such as *Cst7*, *Itgax*, and *Clec7a* being highly upregulated (Fig. 5b). In contrast, 5xFAD/D-45113 mice have robust gene expression changes compared to 5xFAD/Veh mice, with a marked downregulation of genes associated with microglia and inflammation such as *Itgam*, *Itgax*, and *Cxcl9* (Fig. 5c). 

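D-45113 changed 662 genes in 5xFAD mice. Of these, 370 were higher and 292 were lower than in 5xFAD/Veh mice. Itgam, the gene of the integrin CD11b, lies on chromosome 7 from 128062640 to 128118491. It fell from 18.8 ± 2.62 to 10.5 ± 3.98 CPM (SD, n = 8 each; log2 fold change -0.85, SE 0.188, adjusted p = 0.00968 from edgeR's quasi-likelihood test). Itgax fell to 25.4 ± 13.9 CPM (log2 fold change -1.07, SE 0.276, adjusted p = 0.0243). Cxcl9, an interferon-gamma-induced chemokine gene, lies on chromosome 5 from 92321347 to 92328079. It fell from 1.85 ± 1.596 to 0.267 ± 0.257 CPM (log2 fold change -2.87, SE 0.764, adjusted p = 0.0279). The gene of the inhibitor's target, Csf1r, fell from 311 ± 39.8 to 230 ± 34.1 CPM (log2 fold change -0.44, SE 0.120, adjusted p = 0.0323). Cst7 and Clec7a had log2 fold changes of -0.73 (SE 0.384, adjusted p = 0.29) and -0.77 (SE 0.341, adjusted p = 0.198).
Of 30 pan-myeloid genes, 5 were lower over all genes and 16 when adjusted over the list alone. Their median log2 fold change was -0.45 (adjusted p = 0.0302 with an estimated correlation). Among 17 cytokines and chemokines 5 were lower and 8 when adjusted over the list alone. They include the neuronal chemokine Cx3cl1 (log2 fold change -0.64, adjusted p = 0.00189) and the CSF1R ligand Il34 (log2 fold change -0.67, adjusted p = 0.00971). This list had adjusted p = 0.00158 with an estimated correlation. Of 18 genes of myeloid growth factor signalling 3 were lower, and 4 when adjusted over the list alone (adjusted p = 0.0473 with an estimated correlation). Of 23 genes of homeostatic microglia 6 were lower, and 10 when adjusted over the list alone. Among them were Tmem119 (log2 fold change -0.63, adjusted p = 0.0312) and Fcrls (log2 fold change -1.27, adjusted p = 0.00373). Of 34 genes of disease-associated microglia 4 were lower, and 5 when adjusted over the list alone. These 2 lists passed camera with the preset correlation, but had adjusted p = 0.0829 and adjusted p = 0.131 with an estimated correlation. In comparison with WT/Veh mice, 31 of the 34 genes of disease-associated microglia were still higher in 5xFAD/D-45113, with a median log2 fold change of 2.02. Lymphocyte genes had a median log2 fold change of -0.82, with 0 of 8 passing over all genes or when adjusted over the list alone (adjusted p = 0.027 with an estimated correlation). Neutrophil genes had one of 2.42, with 5 of 6 higher, and 5 higher and 1 lower when adjusted over the list alone (adjusted p = 0.027 with an estimated correlation).
With the thalamus and choroid plexus scores as covariates, an alternative chosen after seeing the data, 3 genes passed, and with males only 0 passed. In that covariate fit Itgam had a log2 fold change of -0.72 (SE 0.221, adjusted p = 0.283) and Itgax of -1.06 (SE 0.336, adjusted p = 0.31). Leaving out 1 mouse at a time gave 355 to 1056 genes, with 391 and 422 without 5xFAD/Veh mice 1F and 4F, and 355, 1056 and 387 without 5xFAD/D-45113 mice 2M, 3M and 4F. With 1 mouse left out, Itgam passed each time and Itgax did not without 5xFAD/D-45113 mouse 2M (adjusted p = 0.0509) or 4F (adjusted p = 0.0553). Cxcl9 did not without 5xFAD/Veh mouse 2M (adjusted p = 0.0811) or 5xFAD/D-45113 mouse 1F, 1M or 2M (0.0506, 0.0525 and 0.0553). Csf1r did not without 5xFAD/Veh mouse 1F or 4F or 5xFAD/D-45113 mouse 1F, 2M, 4F or 4M (adjusted p = 0.0506 to 0.0763).

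**Figure D2:**
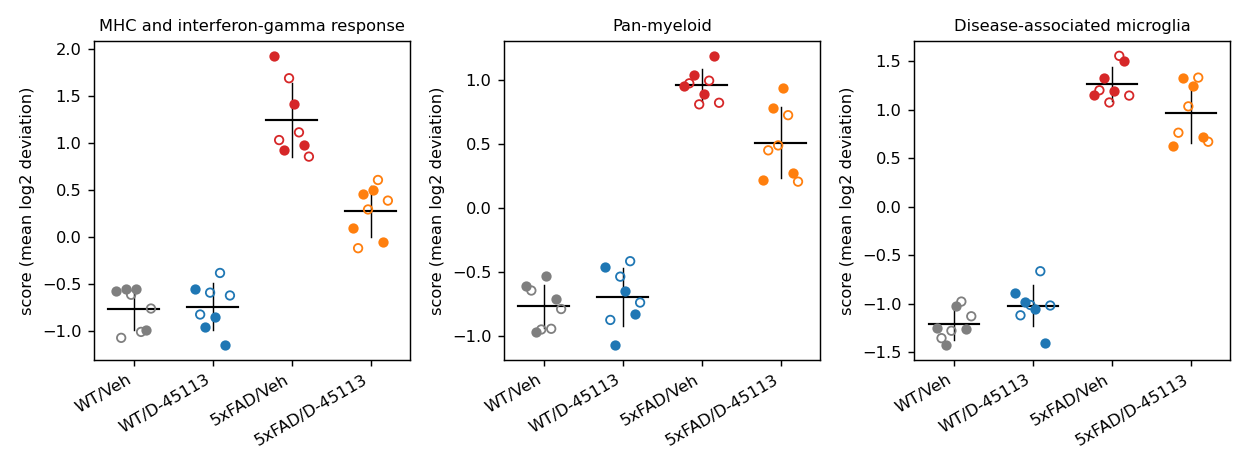
Scores of the MHC and interferon-gamma response, pan-myeloid and disease-associated microglia lists (vertical axes, mean log2 deviation from the average of all 32 mice) in the 4 groups. Each point is a mouse (filled circles, females; open circles, males), with horizontal bars for group means and vertical lines for the SD; the mean pan-myeloid score is 0.96 in 5xFAD/Veh and 0.51 in 5xFAD/D-45113 mice, and that of disease-associated microglia 1.27 and 0.96.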

We generated a clustered heatmap from the fragments per kilobase of exon per million mapped fragments (FPKM) values for the 777 DEGs identified between 5xFAD/D-45113 and 5xFAD/Veh mice (Fig. 5d) and identified three clusters: genes that are downregulated with D-45113 treatment, genes that are upregulated in 5xFAD/Veh mice but rescued in 5xFAD/D-45113 mice, and genes that are upregulated with D-45113 treatment. 

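The DEGs between 5xFAD/D-45113 and 5xFAD/Veh mice were divided by their direction and by the comparison of 5xFAD/Veh with WT/Veh, in place of the clustering. D-45113 lowered 241 genes that were not higher in 5xFAD/Veh than in WT/Veh, lowered 51 genes that were higher in 5xFAD/Veh, and raised 370 genes. The 51 genes include Itgam, Itgax, Csf1r, B2m, Irf8 and Cxcl9, and Lcn2 is the gene that was higher both in 5xFAD/Veh and with D-45113. The mean log2 score of the 51 genes was -0.50 ± 0.05 (SD, n = 8) in WT/Veh, -0.55 ± 0.16 in WT/D-45113, 0.92 ± 0.17 in 5xFAD/Veh and 0.14 ± 0.20 in 5xFAD/D-45113 mice. The ferroxidase gene Heph, Mfn1, P4ha2 and Sec14l4 were lower in 5xFAD/Veh and higher with D-45113 (a set of 4 named after its values were seen). Heph had 11.9 ± 3.78, 14.7 ± 5.45, 6.79 ± 1.42 and 17.5 ± 5.63 CPM in the 4 groups in that order. In place of the 51 genes, independent lists of those sizes (611 and 292) would share 10.67. In place of the 4 genes, independent lists of 35 and 370 genes would share 0.774. Both comparisons use the 5xFAD/Veh mice. In 20 simulations in which no group differed, 0 genes were shared. With no changed genes hardly any are called, so this count cannot show what the shared mice bring to the overlap. With the 5xFAD/Veh mice split between the comparisons, 3 to 27 genes were shared over 36 splits (median 12, where independent lists would share 1.10). Of the genes higher in the first part of the 5xFAD/Veh mice, 83.7% (range 75.3% to 90.7%) had a lower level with D-45113 than in the other part. Leaving out 1 mouse at a time gave 32 to 77 shared genes in place of 51, with 33 without 5xFAD/Veh mouse 1F and 77 and 32 without 5xFAD/D-45113 mice 3M and 4F. The number was 105 with limma voom and 1 with the thalamus and choroid plexus scores as covariates.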

We performed pathway analysis on the three clusters of genes through gene ontology (GO) analysis and listed the GO terms, P-value, adjusted P-value, and genes associated with the term in a table (Fig. 5e). 

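Among the 241 genes that D-45113 lowered and that were not higher in 5xFAD/Veh mice were genes of postsynaptic signalling. Of 36 genes of the postsynapse and dendritic spines, 5 were lower in 5xFAD/D-45113 than in 5xFAD/Veh and 11 when adjusted over the list alone. In all, 35 of 36 had a negative log2 fold change (median -0.35). Nrgn, which encodes the calmodulin-binding protein neurogranin of dendritic spines, fell from 1009 ± 202 to 557 ± 249 CPM (SD, n = 8 each; log2 fold change -0.86, SE 0.219, adjusted p = 0.0223 from edgeR's quasi-likelihood test). Camk2b, the beta subunit gene of the kinase CaMKII, fell from 1126 ± 135 to 826 ± 163 CPM (log2 fold change -0.45, SE 0.120, adjusted p = 0.0289), and the scaffold gene Homer1 from 160 ± 67.4 to 93.4 ± 23.0 CPM (log2 fold change -0.78, SE 0.193, adjusted p = 0.0186). Of 30 immediate early genes, which neurons express upon activity, 5 were lower and 6 when adjusted over the list alone. Egr1 had a log2 fold change of -1.15 (SE 0.253, adjusted p = 0.00971). Among 20 genes of excitatory neurons 3 were lower and 1 was higher, the glutamate transporter gene Slc17a6 of subcortical neurons (log2 fold change 2.58, adjusted p = 0.0101). Adjusted over the list alone, 8 were lower and 1 was higher. Of 23 genes of cholesterol synthesis 7 were lower and 10 when adjusted over the list alone. Of 30 presynaptic genes 0 passed (median log2 fold change -0.17). These lists passed camera with the preset correlation, but had adjusted p = 0.10 (postsynapse), 0.141 (immediate early genes), 0.10 (excitatory neurons), 0.0705 (cholesterol synthesis) and 0.416 (presynapse) with an estimated correlation.
Within the 241 genes, the fixed lists of cholesterol synthesis (5 of 23, adjusted p = 0.000649), immediate early genes (5 of 30, adjusted p = 0.00127), the postsynapse (5 of 36, adjusted p = 0.00208) and excitatory neurons (3 of 20, adjusted p = 0.0281) were over-represented by Fisher's exact test. Of 878 Reactome pathways, used because no GO table was available, those of voltage-gated potassium channels (6 of 40 genes, adjusted p = 0.0188) and of the neuronal system (13 of 239, adjusted p = 0.0198) were over-represented. With genes of at least 1 CPM on average, 0 pathways were.
Marker genes of the thalamus, a region next to the hippocampus, had a median log2 fold change of 1.31 in the same comparison (2 of 14 higher, 10 when adjusted over the list alone; adjusted p = 0.131 with an estimated correlation). Those of the choroid plexus had one of 2.17 (1 of 20 higher, 14 when adjusted over the list alone; adjusted p = 0.416 with an estimated correlation). The mean postsynapse score of 5xFAD/D-45113 minus that of 5xFAD/Veh mice was -0.39 (SE 0.117), and -0.09 (SE 0.109) with the thalamus and choroid plexus scores as covariates. With the cortex and striatum scores as further covariates it was -0.17 (SE 0.108).

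**Figure D3:**
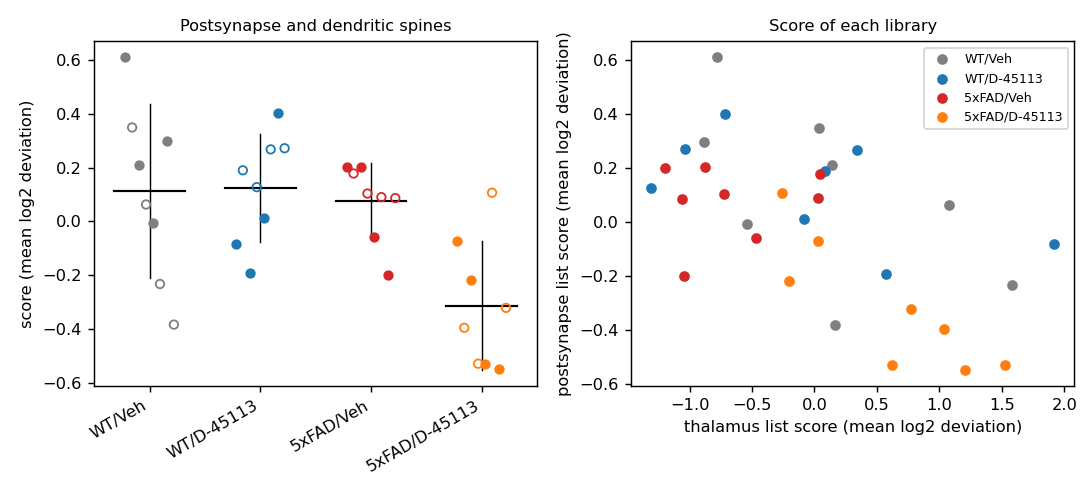
Left, score of the postsynapse and dendritic spine genes (vertical axis, mean log2 deviation from the average of all 32 mice) in the 4 groups, with filled circles for females, open circles for males, horizontal bars for group means and vertical lines for the SD. Right, the same score (vertical axis) against the score of the thalamus genes (horizontal axis) for each mouse, coloured by group; the mean thalamus score is -0.66 in 5xFAD/Veh and 0.59 in 5xFAD/D-45113 mice.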

The GO terms associated with the group of genes that are downregulated with D-45113 treatment are generally linked to synapses and neurons, with the top GO term being related to the regulation of dendritic spine morphogenesis. In the second group of genes, which are upregulated in 5xFAD/Veh mice but downregulated in 5xFAD/D-45113, the top GO terms are all linked to inflammation, with response to interferon-gamma being the top GO term. 

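Genes of antigen presentation and the interferon-gamma response were more frequent than those of any other fixed list among the 51 genes that were higher in 5xFAD/Veh and lowered by D-45113. Of 32 genes of this list, 14 were lower in 5xFAD/D-45113 than in 5xFAD/Veh over all genes and 26 when adjusted over the list alone. In this list 32 of 32 had a negative log2 fold change (median -0.91; camera, adjusted p = 3.76e-20; adjusted p = 0.00441 with an estimated correlation). The score of this list was 1.24 ± 0.39 (SD, n = 8) in 5xFAD/Veh and 0.27 ± 0.27 (SD, n = 8) in 5xFAD/D-45113 mice, against -0.77 ± 0.22 in WT/Veh. Of the treated mice 8 of 8 lay below the 5xFAD/Veh mean (exact permutation test, p = 0.000155). The interferon-induced GTPase gene Gbp2 fell from 25.6 ± 29.5 to 7.34 ± 2.24 CPM (log2 fold change -1.80, SE 0.348, adjusted p = 0.00465 from edgeR's quasi-likelihood test) and Gbp5 from 13.0 ± 9.36 to 4.21 ± 1.57 CPM (log2 fold change -1.61, SE 0.277, adjusted p = 0.00186). Tap1, a subunit of the peptide transporter for MHC class I, had a log2 fold change of -1.08 (SE 0.211, adjusted p = 0.00465). H2-D1 of MHC class I was also lower and may share reads with other H2 genes (log2 fold change -0.59, SE 0.161, adjusted p = 0.0323). Of 31 genes of the type I interferon response, 4 were lower and 6 when adjusted over the list alone, with a median log2 fold change of -0.45 (adjusted p = 0.0705 with an estimated correlation).
Among the 51 genes, 19 of 878 Reactome pathways were over-represented, with interferon gamma signaling first (10 of 69 genes, Fisher's exact test, adjusted p = 7.11e-12). The background was all genes tested, and the 51 genes were chosen for being higher in 5xFAD/Veh. This over-representation thus does not separate what D-45113 lowered from what the genotype raised. With the thalamus and choroid plexus scores as covariates, the score difference of the interferon-gamma list was -0.92 (SE 0.183), beside -0.97 (SE 0.146) without them.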

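Genes that D-45113 raised in 5xFAD mice included metal-handling, glucocorticoid-induced and glial genes. Etnppl, an astrocyte gene of ethanolamine phosphate breakdown, lies on chromosome 3 from 130617448 to 130637521. It rose from 18.6 ± 5.24 CPM in 5xFAD/Veh to 102 ± 48.2 CPM in 5xFAD/D-45113 (SD, n = 8 each; log2 fold change 2.46, SE 0.321, adjusted p = 0.000175 from edgeR's quasi-likelihood test). It had 31.4 ± 10.0 CPM in WT/Veh and 54.7 ± 32.4 CPM in WT/D-45113. Sparc, a matricellular protein gene, rose from 358 ± 74.0 to 779 ± 225 CPM (log2 fold change 1.12, SE 0.186, adjusted p = 0.00135), and Agt, the angiotensinogen gene, from 32.9 ± 15.1 to 213 ± 133 CPM (log2 fold change 2.69, SE 0.529, adjusted p = 0.00587). Of 24 astrocyte genes 3 were higher (9 higher and 1 lower when adjusted over the list alone). Among them was the connexin gene Gjb6 (log2 fold change 0.81, SE 0.144, adjusted p = 0.00248; adjusted p = 0.236 for the list with an estimated correlation). Of 27 genes of iron and metal handling 7 were higher (9 higher and 2 lower when adjusted over the list alone). They include Heph (log2 fold change 1.36, SE 0.219, adjusted p = 0.00103), the ferroxidase gene Cp (log2 fold change 0.88, SE 0.208, adjusted p = 0.0148) and Lcn2 (log2 fold change 2.08, SE 0.487, adjusted p = 0.0141). In this list 16 of the 27 had a positive log2 fold change, and the list had adjusted p = 0.132 with an estimated correlation. Of 23 genes of the glucocorticoid response 8 were higher, and 12 when adjusted over the list alone. They include the kinase gene Sgk1 (log2 fold change 1.47, SE 0.324, adjusted p = 0.0101) and Hif3a (log2 fold change 2.20, SE 0.383, adjusted p = 0.00219; adjusted p = 0.131 for the list with an estimated correlation). S100a8 and the chitinase-like gene Chil3 of myeloid cells had log2 fold changes of 3.00 (adjusted p = 0.00687) and 4.58 (adjusted p = 0.00709). The transcription factor genes Pou4f1, Tfap2b and Barhl1 had log2 fold changes of 4.57 (adjusted p = 0.0314), 3.74 (adjusted p = 0.0145) and 3.61 (adjusted p = 0.0492). For these transcription factor genes, a response to D-45113 cannot be told apart from other brain regions in the dissected piece. Nor was it told apart for most of the other raised genes. With the thalamus and choroid plexus scores as covariates, 3 genes, among them Etnppl, passed in this comparison in place of 662.
Among the 370 genes, 1 of 878 Reactome pathways was over-represented, transmembrane transport of small molecules (25 of 413 genes, Fisher's exact test, adjusted p = 0.00507). Of the fixed lists, glucocorticoid response, neutrophils, iron and metal handling, and reactive astrocytes were over-represented. Reactive astrocytes were so through 4 of 28 genes (adjusted p = 0.0317), while the score of that list was 0.57 ± 0.20 (SD, n = 8) in 5xFAD/Veh and 0.56 ± 0.40 in 5xFAD/D-45113 mice. Of the marker genes, 2 of 14 of the thalamus and 1 of 20 of the choroid plexus were also higher in this comparison, and neither list passed with an estimated correlation. The thalamus score was nevertheless -0.66 ± 0.49 (SD, n = 8) in 5xFAD/Veh and 0.59 ± 0.67 in 5xFAD/D-45113 mice. That of the choroid plexus was -1.03 ± 1.34 and 0.49 ± 2.09. Equal shares of these regions in the 2 groups are thus not shown. With the thalamus, choroid plexus, cortex and striatum scores as covariates, 18 genes passed, and Agt had a log2 fold change of 1.53 (SE 0.317, adjusted p = 0.0451). With the thalamus and choroid plexus scores alone Agt had one of 1.37 (SE 0.403, adjusted p = 0.27).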

Finally, the third group, which contains genes that are upregulated with dendrimer administration, has GO terms linked to ion transport and homeostasis, but the adjusted P-values of the top GO terms are not significant. Overall, it appears that D-45113 treatment may impact inflammatory and dendritic and neuronal gene expression in the hippocampi of these mice.

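Most of these genes had a log2 fold change of the same sign with D-45113 in both genotypes, although 3 of the 662 (Lcn2, Lrg1 and Amz1) passed in WT mice. The shares of signs were not tested. Of the 241 genes lowered without being higher in 5xFAD/Veh, 81.7% also had a negative log2 fold change in WT mice (median -0.18). The same held for 64.7% of the 51 genes higher in 5xFAD/Veh (median -0.08). In turn, 71.6% of the 370 raised genes had a positive one in WT mice (median 0.12). Across 14674 genes, which are not independent replicates, the log2 fold changes of D-45113 in WT and in 5xFAD mice had a correlation of 0.215. The difference between the genotypes was itself tested as an interaction. At the threshold 0 genes passed (smallest adjusted p = 0.112 from edgeR's quasi-likelihood test, 1591 genes at an unadjusted p under 0.05). There were 14 genes for DESeq2, 11 for edgeR's likelihood ratio test and 0 for limma voom. The interferon-gamma list had a median log2 difference between the genotypes of -0.91 and the postsynapse list of -0.37. Both passed camera with the preset correlation, but with an estimated correlation the adjusted p-values were 0.0815 and 0.173. In a model with 8 groups of genotype, treatment and sex, 408 genes passed in 5xFAD females and 0 in 5xFAD males (1471 at an unadjusted p under 0.05). A fit of the females alone gave 116. The test of the difference between the sexes gave 0 genes, with 908 at an unadjusted p under 0.05.
From the GO terms of the 3 clusters, with inflammation in the genes that were higher in 5xFAD/Veh and lowered by D-45113 and synapses and neurons in the other lowered genes, the paper proposes that D-45113 may affect inflammatory, dendritic and neuronal gene expression in the hippocampus.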

**Fig. 5:**
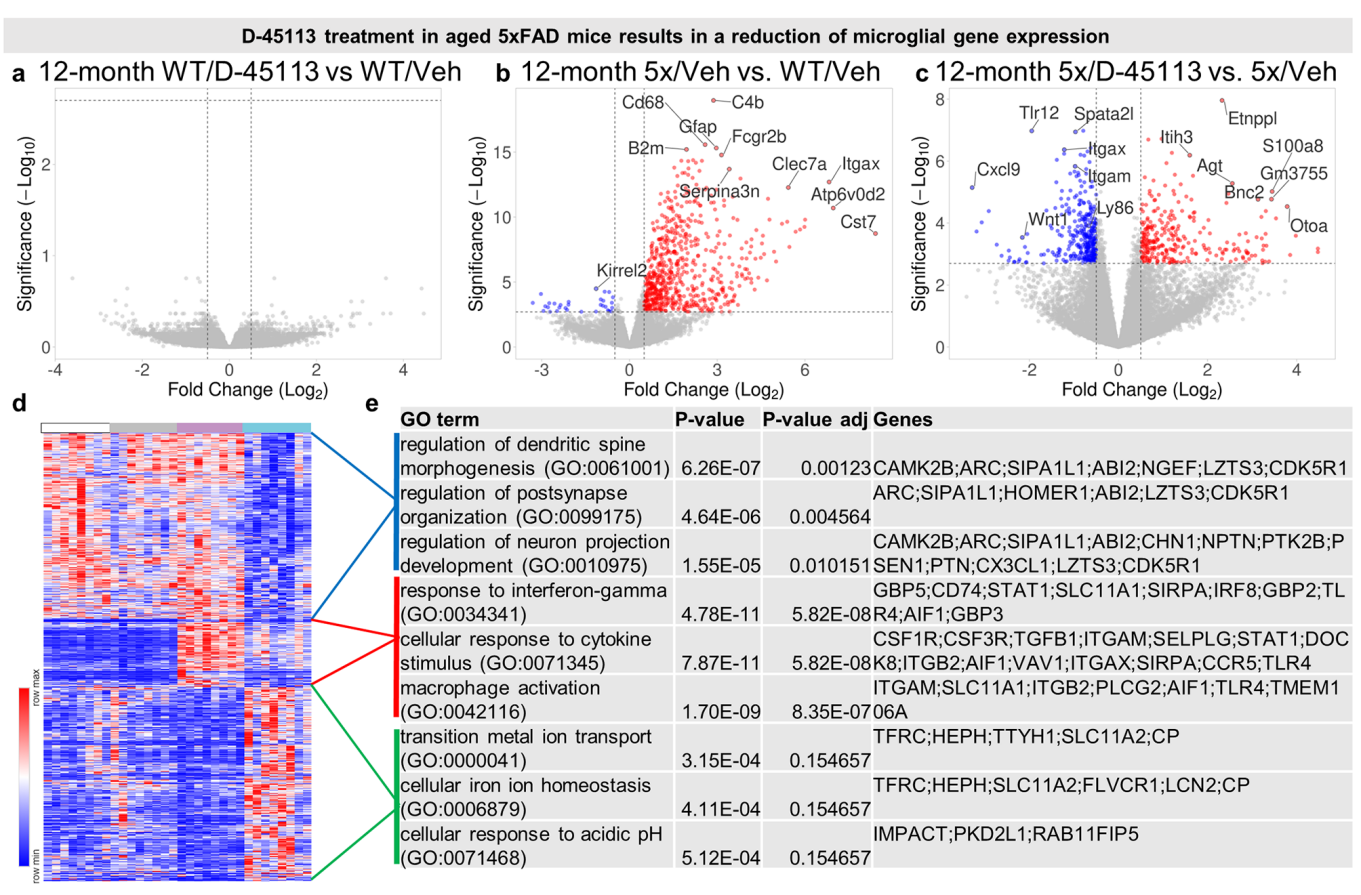
Bulk RNA-seq inflammatory gene expression is downregulated in 5xFAD mice treated with D-45113. Volcano plot looking at differentially expressed genes (DEGs) between WT/D-45113 and WT/Veh groups show no changes in gene expression between the groups (**a**). Volcano plot examining the DEGs between 12-month-old 5xFAD/Veh mice compared to WT/Veh mice reveals upregulation of classical AD inflammatory genes (*Clec7a, Itgax, Cst7*, etc.) (**b**). Volcano plot examining the DEGs between 12-month-old 5xFAD/D-45113 mice and 5xFAD/Veh mice reveals downregulation of microglial and inflammatory genes (*Itgax, Itgam, Cxcl9*, etc.) (**c**). Heatmap of individual FPKM values of the DEGs between the 12-month-old 5xFAD/D-45113 group and 5xFAD/Veh group for all mice analyzed via bulk RNA-seq (**D**). Gene ontology analysis on three distinct populations of DEGs (**e**)

### Axonal and neuritic damage are not rescued with D-45113 treatment

To explore synaptic and neuronal network differences between 5xFAD/Veh and 5xFAD/D-45113 mice, we stained 5- and 12-month-old 5xFAD/Veh and 5xFAD/D-45113 mouse brain tissue with the neuritic dystrophy marker, LAMP1, and Amylo-Glo (Fig. 6a). At 5-months of age in the somatosensory cortex, there is no significant difference between the 5xFAD/Veh and 5xFAD/D-45113 groups (Fig. 6b). However, in the subiculum, 5xFAD/D-45113 mice have higher LAMP1 staining adjusted for plaque load than 5xFAD/Veh mice (Fig. 6c). At 12-months of age, there are no differences in LAMP1 staining adjusted for plaque load in the somatosensory cortex (Fig. 6d) and subiculum (Fig. 6e). Neurofilament light chain (NfL) found in blood plasma has emerged as a potential biomarker for AD, with higher levels of NfL associated with higher axonal damage [35]. We measured plasma NfL levels of 5- and 12-month 5xFAD/Veh and 5xFAD/D-45113 mice. At the 5-month timepoint, there is an elevation in plasma NfL in both 5xFAD groups compared to WT groups but no differences with D-45113 treatment (Fig. 6f). At 12-months of age, 5xFAD/D-45113 mice have higher plasma NfL levels than 5xFAD/Veh mice (Fig. 6g). Measurements of NfL in the insoluble brain fraction reveal increases in 5-month-old 5xFAD groups compared to WT, but no changes are observed due to D-45113 treatment (Fig. 6h). In the soluble fraction, NfL in the WT/D-45113 group is elevated compared to the other three groups (Fig. 6i). Similar to the 5-month data, the 12-month timepoint shows an increase in insoluble hippocampal NfL in 5xFAD groups and no differences with D-45113 treatment (Fig. 6j), however, no changes in the soluble fraction are observed (Fig. 6k).

**Fig. 6:**
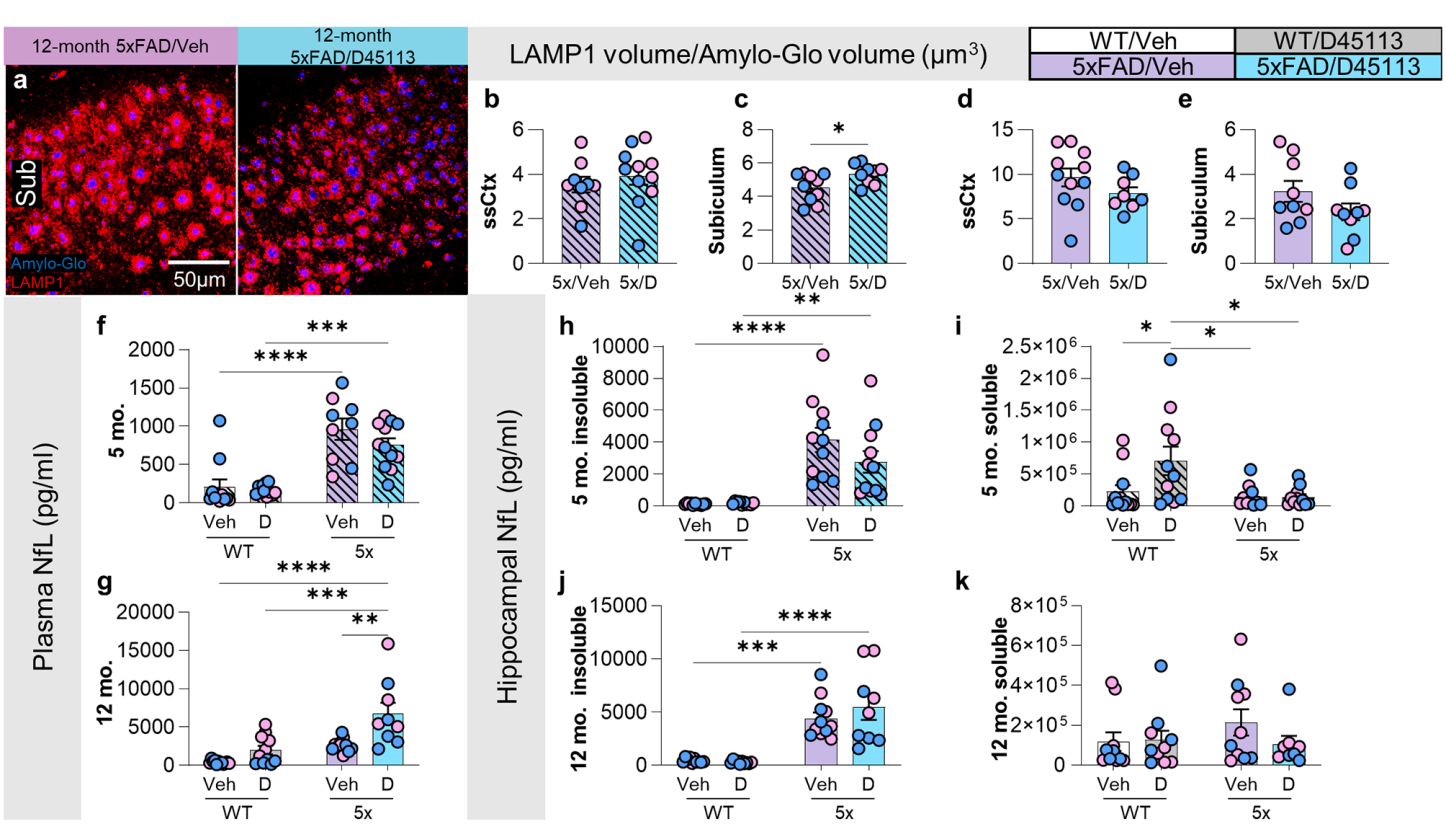
Axonal damage in 5xFAD mice is not rescued with D-45113 treatment. Representative 20x images of the subiculum of 12-month-old 5xFAD/Veh and 5xFAD/D-45113 mice stained with a marker for dystrophic neurites, LAMP1, and Amylo-Glo (**a**). There are no differences at 4-months of age in the somatosensory cortex between 5xFAD/Veh and 5xFAD/D-45113 mice in LAMP1 volume/Amylo-Glo volume (**b**), however, in the subiculum, 5xFAD/D-45113 show a higher level of dystrophic neurites (**c**). At 12-months of age, however, there are no differences in LAMP1 volume/Amylo-Glo volume levels in the somatosensory cortex (**d**) and the subiculum (**e**). Plasma neurofilament light chain (NfL) levels, which is a peripheral marker for axonal damage, increase in 5-month-old 5xFAD groups compared to WT groups but not with D-45113 treatment (**f**). At 12-months of age, D-45113 treatment in 5xFAD mice exacerbates plasma NfL levels (**g**). MSD assays measuring soluble and insoluble hippocampal NfL reveal an increase in insoluble NfL in 5xFAD groups compared to WT groups but no difference due to D-45113 treatment (**h**). In the soluble fraction, there is an increase in NfL in the WT/D-45113 group compared to the other three groups (**i**). At 12-months of age, both 5xFAD groups have higher hippocampal insoluble NfL levels compared to WT groups, but no changes are observed due to D-45113 treatment (**j**). No changes are observed in soluble NfL at 12-months of age are observed (**k**). Statistical analysis for (**b**-**e**) used a two-tailed t-test; (**f**-**k**) used a two-way ANOVA with Tukey’s multiple comparison test. Significance indicated as * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001

## Discussion

Dendrimers are dynamic nanomolecules which have been utilized for drug delivery in cancer and in the brain when the BBB has been severely compromised [56]. Factors determining dendrimer biodistribution and toxicity are chemical composition, architecture, size, and surface properties. Traditional PAMAM dendrimers have trouble passing intact or slightly impaired BBB [74]. Currently, there exist few ways to deliver therapeutics past the BBB and into the brain. One approach is through cerebrospinal fluid (CSF), intracerebral, and intracerebroventricular injection, however, while this is an efficient means to get therapeutics in the brain, these injections are very invasive procedures [11, 53]. Other non-invasive delivery methods such as nasal drug administration, exosome delivery, and nanoparticle delivery represent promising avenues for drug delivery to the brain, but these methods have their own caveats as well such as toxicity problems, dosing limitations, and drug conjugation problems [11, 21, 52, 57]. Previous research has shown that HDs can bypass a partially impaired blood-brain barrier and be phagocytosed by activated microglia and macrophages [44, 45, 47–49, 66]. However, to our knowledge, this is the first study to assess the ability of HDs to target and treat PAMs specifically in the context of AD. With this in mind, we aimed to address two main objectives: first, to investigate whether HDs can selectively target PAMs in the brains of 5xFAD mice; and second, to evaluate the potential of these HDs for biological modulation of PAMs in the brain.

To clarify the precise role of microglia in AD pathogenesis, it is critical to target specific subsets of microglia, particularly PAMs. Among the key regulators of microglial-plaque association in AD, the most extensively studied is triggering receptor expressed on myeloid cells 2 (TREM2). Previous research that involved knocking out, knocking down, or overexpressing TREM2 or its downstream effectors has emphasized the crucial role of TREM2 in promoting microglial association with plaques [17, 18, 26, 27, 33, 34, 54, 68]. Nevertheless, the impact of this association on the brain remains uncertain. This may be due to the fact that the vast majority of these studies have targeted all cells in the brain and periphery starting *in utero* in mouse models. In humans, TREM2 is essential for maintaining normal brain homeostasis [15, 23, 46, 65], and *TREM2* mutations resulting in loss of function are associated with a distinct neurodegenerative condition, Nasu-Hakola disease [72]. This represents a confound in the current literature and highlights the importance of developing therapies which target subsets of diverse cells with temporal specificity. HDs, which target only the most phagocytic microglia in AD, appear to be very promising in this regard. HDs have the ability to therapeutically modulate PAM in regions of inflammation while sparing other cell types of potential off-target effects. Furthermore, AD progresses at different rates in different brain regions, resulting in varying microglial responses throughout the disease’s course. These dendrimers may be beneficial in that they may target microglia only when needed in disease.

Here, we show proof of principle that HDs are specifically internalized by PAMs and can have a biological effect when conjugated to a CSF1R inhibitor (D-45113) in a mouse model of AD. While we find that dendrimer is only colocalizes with microglia in the brain, it is possible that other cell types may take up levels of dendrimers that are undetectable via IHC. Also worth noting is the fact that PAMs are more resistant to CSF1R inhibition-mediated depletion compared to NPAMs in 5xFAD mice and a mouse A/T/N model [39, 62], perhaps indicating that CSF1R may not be the ideal target to robustly modulate PAMs. Regardless, D-45113 administration in 5xFAD mice reduces microglia number, similar to previous studies which pharmacologically inhibit CSF1R [10, 12, 61]. Interestingly, with reductions in microglia number in 5xFAD mice treated with dendrimer, there is also a reduction in diffuse plaque volume (6E10); however, no difference in dense-core plaque volume (ThioS) is observed. This could in-part be due to the timing of treatment, as dense-core plaques are present in 5xFAD mice as early as 2 months of age [50]. Additionally, D-45113 treatment results in less microglia-plaque interaction and an increase in plasma NfL levels in 5xFAD mice. This falls in line with previous studies suggesting that microglia-plaque interaction is beneficial in limiting the amount of damage caused by Aβ plaques [13, 18, 62, 69, 70, 73]. These effects are much more prominent in older mice, as evidenced by behavioral, plaque, microglial, and RNA differences observed in 12-month-old 5xFAD mice treated with D-45113. Previous data from our lab indicate that PAMs show much higher levels of DAM marker CD11c (ITGAX) at 12- versus 4-months of age [67], perhaps suggesting that microglia in our older cohort of mice may be more prone to dendrimer uptake. Surprisingly, while treatment with D-45113 led to a rescue in EPM behavior and Aβ levels, and a lowering of inflammatory gene expression, there is no rescue in dystrophic neurite or NfL levels. A few reasons we may not see a rescue include: (1) We treated mice that are mid-late stage in disease pathogenesis and perhaps treating earlier and for longer than 28 days will lead to a rescue; (2) The partial reduction of PAMs is not sufficient to rescue the damage apparent in 5xFAD mice; and (3) D-45113 treatment may have independent effects on the brain of these mice. Our findings suggest that while D-45133 treatment may have therapeutic benefits, further investigation is needed to determine the mechanisms behind synaptic damage and rescue with treatment.

Here, we have shown that HDs have the capacity to target and treat PAMs with temporal precision through systemic administration. We were also able to show proof of principle that D-45113, a dendranib that inhibits the CSF1R has biological activity in the AD mouse brain, specifically in PAMs. Previous studies have shown successful conjugation of dendrimers with siRNAs, antisense oligonucleotides, and other commercially available drugs [7, 11], making these tools essential for delivering therapeutics across the BBB and directly to PAMs. Microglia have been increasingly implicated in tau hyperphosphorylation [5, 18, 34, 36, 37, 58], and future studies employing dendrimers in plaque + tau mouse models will be crucial to understand the interaction between microglia and the two primary histopathological hallmarks of AD. Overall, however, these results demonstrate that systemically administered HD’s can be conjugated to effector molecules and enact a biological effect on their target microglial population.

## Conclusions

Our results indicate that hydroxyl dendrimers (HDs) can cross a slightly impaired BBB and preferentially target PAMs in the brains of 5xFAD mice while leaving other cell types unaffected. Additionally, we show proof of principle that HDs conjugated to a CSF1R inhibitor (D-45113) can have effects on AD plaque pathology microglial number, plaque association, and transcription in 5xFAD mice. Ultimately, we show that HDs conjugated to effector molecules can have modulating effects on PAMs and further studies utilizing HDs should be undertaken to therapeutically target the PAM cell population.

## Data Availability

RNA sequencing data is available through GEO servers Accession GSE266470.

## Abbreviations

AD: Alzheimer’s Disease
Aβ: Amyloid Beta
BBB: Blood brain barrier
DAM: Disease associated microglia
GFAP: Glial fibrillary acidic protein
IBA1: Ionized calcium binding adaptor molecule 1
OLIG2: Oligodendrocyte transcription factor 2
PAM: Plaque associated microglia
ssCtx: Somatosensory cortex
Sub: Subiculum
TREM2: Triggering receptor expressed on myeloid cells 2

How the deposited data were processed for this re-analysis (not part of the article)

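Hippocampal RNA-seq of 32 mice aged 12 months was analysed, with 8 mice (4 females and 4 males) in each of WT/Veh, WT/D-45113, 5xFAD/Veh and 5xFAD/D-45113, grouped by the labels of the deposited libraries. The authors deposited raw counts per gene and FPKM values for 54532 genes. Mapping to mm10 was done before deposit, and the aligner and the counting tool are not given in the sources used here. Each column of values was matched to 1 library, and 0 columns remained without one. Gene names occurring more than once (102 names) were kept as separate genes by their identifiers.

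Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 16723 genes, library sizes were scaled by TMM, and a robust quasi-likelihood model with 4 groups was fitted to the 32 libraries. The contrasts were WT/D-45113 against WT/Veh, 5xFAD/Veh against WT/Veh, 5xFAD/D-45113 against 5xFAD/Veh and the interaction of genotype and treatment, and a model with 8 groups tested the interaction of sex and treatment in 5xFAD mice. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic, which is unreliable for changes near 0, so none is printed there.

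The 40 gene lists and the 74 genes named in the paper were fixed before the data were examined, as were the tests, the alternatives and the rule for the genes named in the text. The rule takes, for each contrast, the 10 genes with the smallest p and the 5 with the largest change at a mean of at least 1 CPM in each direction, up to 4 members of each list with the smallest p, and each gene named in the paper. Genes named outside it are said to be so. Lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with an estimated correlation, and with fry. List scores are means of log2 CPM (prior count 2), each gene centred on its mean over the libraries, and were compared by exact permutation of libraries. Over-representation was tested with Fisher's exact test for the fixed lists and for Reactome pathways of 10 to 500 genes from fgsea 1.28.0, against the genes tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

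The alternatives were RLE size factors, DESeq2 1.42.0, limma voom, edgeR's likelihood ratio test, no filter on low counts, a mean of at least 1 CPM, sex as a covariate, the replicate number as a block, only the groups compared, 1 sex only, an absolute log2 fold change over 0.5, and each mouse left out in turn. On the deposited FPKM values, limma trend was run on log2(FPKM + 1), with and without a mean of at least 1 FPKM, and on log2(FPKM + 0.1). Marker scores as covariates, libraries left out by their thalamus score or total count, and the permutation of list scores were added after seeing the data.

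The steps were tested on simulated counts with 200 changed genes, drawn with the means, dispersions and library sizes of the real libraries. At 1.5-fold, 2-fold and 4-fold changes the model recovered 41.8%, 65.7% and 89.4% of the changed genes for WT/D-45113 against WT/Veh, 28.4%, 71.6% and 92.4% for 5xFAD/Veh against WT/Veh, and 25.4%, 56.7% and 86.4% for 5xFAD/D-45113 against 5xFAD/Veh. For the interactions, 85.0% (genotype) and 66.5% (sex) of 4-fold changes were recovered. The simulated genes were independent of each other, so the simulation says nothing about the correlation within lists. Immunohistochemistry, ELISA and behaviour have no deposited sequencing values and were left out. Results for some genes are not reported here.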

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

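Chosen after the results were seen were the test of red blood cell genes in WT mice, the test of Thy1 in WT mice, the fits with thalamus and choroid plexus scores as covariates and the requirement that a value pass its bound by more than its spread in the test of other brain regions.

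Neutrophil and acute-phase genes, of which the paper shows S100a8 (Fig. 5c) and Lcn2 (Fig. 5e) for 5xFAD mice, were higher with D-45113. In WT mice these were Lcn2 (log2 fold change 4.55), Lrg1 (4.01) and Cebpd (1.05). Lcn2 and Lrg1 were called higher in 5xFAD mice too, and Cebpd was not. The neutrophil list had medians of 2.96 in WT and 2.42 in 5xFAD mice. A larger volume of blood left in the vessels is argued against in WT mice, where red blood cell genes had a median of -0.59. It is also argued against in 5xFAD mice. There the red blood cell median was 0.60, but the neutrophil median was 2.58 with the red blood cell score as a covariate. These tests follow red blood cells and cannot see blood that holds more neutrophils, so blood as the source stays open. Choroid plexus or meninges in the dissected piece are argued against by the lower of the 2 medians with both scores as covariates, 2.05, although 0 of the 6 neutrophil genes then passed in 5xFAD mice. A biological response to the conjugate stays open and was not tested. Lcn2 is also on the lists of reactive astrocytes and iron handling, so the cell type behind these 6 genes stays open.

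Some neuronal genes were lower with D-45113 in 5xFAD mice: 5 of 36 of the postsynapse, 3 of 20 of excitatory neurons (1 was higher) and 0 of 30 of the presynapse, and none of these lists passed with an estimated correlation (adjusted p = 0.10, 0.10 and 0.416). With each library thinned to the shallowest total the postsynapse median was -0.36. Thinning leaves the expected fold changes of well-counted genes unchanged, so this cannot decide about the lower depth of these libraries. Other brain regions in the dissected piece cannot be told apart from an effect on neurons: with the thalamus, choroid plexus, cortex and striatum scores as covariates the postsynapse median was -0.16, past the bound of -0.15 set before the test, but the score difference of -0.17 has an SE of 0.108 and so spans it. With these 4 scores 18 genes passed in place of 662, and with thalamus and choroid plexus alone 3, where shuffling these 2 scores within groups gave 10 to 937 over 20 draws. The interferon-gamma score difference kept its size with the 4 scores (-1.04, SE 0.199). For this list other regions are thus less of a candidate explanation than for the postsynapse list. The difference between the lists was not tested, and this does not extend to other inflammatory lists.

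Thy1, whose regulatory sequences drive the transgenes, was lower with D-45113 in 5xFAD mice (log2 fold change -0.53), which the paper does not report, and in mice 1M and 4F its level was within the WT range. With the excitatory neuron score as a covariate the value was -0.35 (SE 0.134, adjusted p = 0.228), with the thalamus and choroid plexus scores -0.32 (SE 0.161) and with the 4 region scores -0.56 (SE 0.160), so a smaller share of excitatory neurons in the piece stays open. An effect of D-45113 on Thy1 outside the transgene also stays open, with a log2 fold change of -0.0422 in WT mice. A change in transgene expression was not tested, because the count table lists no human genes.

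Other signals outside the genes the paper discusses were Amz1 in WT mice (log2 fold change -0.99), border-associated macrophages and monocytes in WT mice (median 1.13) and lymphocytes in 5xFAD mice (median -0.82).

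The change with D-45113 differed between the genotypes for 25 of 40 lists by camera with the preset correlation, for 0 with an estimated correlation and for 6 by fry. The lists of the choroid plexus, thalamus, ependymal cells, dentate gyrus and red blood cells mark regions or blood in the dissected piece. For them an effect of D-45113 cannot be told apart from what was dissected. The medians of the difference were -0.26 for homeostatic microglia, -0.47 for disease-associated microglia, -0.48 for pan-myeloid genes, -0.91 for MHC and interferon-gamma, -0.59 for type I interferon, -0.47 for complement, -0.10 for the lysosome, -0.59 for cytokines, -0.45 for reactive astrocytes, 0.24 for astrocytes, -0.65 for excitatory neurons, -0.44 for immediate early genes, -0.32 for the presynapse, -0.37 for the postsynapse, 0.24 for oligodendrocytes, 2.02 for the choroid plexus, 0.72 for ependymal cells, 1.26 for red blood cells, -0.72 for the dentate gyrus, 1.27 for the thalamus, -0.23 for cholesterol synthesis, -0.10 for mitochondrial genes, -0.21 for the stained proteins, -0.40 for myeloid growth factors and -0.23 for the transgenes.

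In 280 groups of libraries 23 values lay far from the others by Dixon's test, where chance gives about 1 in 20 groups, or 14. WT/D-45113 mouse 2F had 9 of them: homeostatic microglia (score -1.30), neutrophils (2.19), dentate gyrus (-1.08), hypoxia (0.58), cholesterol synthesis (-0.50), mitochondrial genes (-0.54), S100a8 (4.72 CPM), S100a9 (5.33 CPM) and P2ry12 (16.5 CPM). 5xFAD/D-45113 mouse 2F had 3: reactive astrocytes (score 1.41), Cebpd (37.7 CPM) and Gfap (3439 CPM). The others were heat shock genes in 5xFAD/Veh 3F (score 0.55), Cxcl9 in WT/Veh 2F (0.387 CPM), WT/D-45113 3F (0.231 CPM) and 5xFAD/Veh 2M (5.54 CPM), Cst7 in 5xFAD/Veh 3M (95.4 CPM), Cebpd and Slc17a7 in 5xFAD/Veh 4M (36.9 and 2244 CPM), S100a8 in 5xFAD/D-45113 4F (3.14 CPM), Agt and Nefh in WT/D-45113 1F (268.9 and 136.5 CPM) and Gfap in WT/Veh 1F (668.9 CPM).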

How the results depend on the processing

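Covariate fits, libraries left out by thalamus score (over 1) or total count (under 12000000), and the permutation of list scores were chosen after seeing the data. No result reversed its direction; where a count moved by over 1.5 times, the cause was not tested. DEGs of D-45113 in WT mice (4) were 26 with DESeq2, 29 with the likelihood ratio test, 0 with voom, with only the groups compared and with log2(FPKM + 1) with and without a floor of 1 FPKM, 2 with log2(FPKM + 0.1), 40 with males only (4 with females only; a model with 8 groups of genotype, treatment and sex gave 0 in males and 13 in females), 2 with the covariates and 2 without high-thalamus libraries; leaving out 1 mouse gave 2 to 7. DEGs of 5xFAD/Veh against WT/Veh (646) were 328 with females only, and 583 to 680 with 1 mouse left out. DEGs of D-45113 in 5xFAD mice (662) were 1126 with DESeq2, 379 without the filter, 116 with females only, 0 with males only, 429 with log2(FPKM + 1), 357 with log2(FPKM + 0.1), 3 with the covariates, 47 without high-thalamus libraries and 231 without libraries under 12000000 counts; leaving out 1 mouse gave 355 to 1056. As many libraries left out at random gave 23 to 1030 over 20 draws. Interaction DEGs (0) were 14 with DESeq2, 11 with the likelihood ratio test and 43 with males only, and 0 to 2 with 1 mouse left out. The 51 genes raised in 5xFAD/Veh and lowered by D-45113 became 84 with DESeq2, 105 with voom, 33 without the filter, 8 with females only, 0 with males only, 79 with a floor of 1 FPKM, 4 without high-thalamus libraries, 1 with the covariates and 29 without libraries under 12000000 counts, and 32 to 77 with 1 mouse left out. The sex interaction gave 0 genes in edgeR and in the 6 alternatives run and with each mouse left out (908 at an unadjusted p under 0.05). Lists past the threshold were 2 in WT mice with an estimated correlation, 2 with fry and 3 by score permutation, 6 in 5xFAD mice with an estimated correlation, and for the interaction 0 with an estimated correlation and 6 with fry; with 1 mouse left out they were 10 to 16 (WT), 16 to 19 (genotype), 25 to 29 (5xFAD) and 21 to 26 (interaction). Over-represented Reactome pathways were 0 for the 241 genes with a mean of at least 1 CPM, and 32 and 4 for the 51 and the 370 genes with DEGs from voom. Of the named genes called in the main model, 58 of 91 for 5xFAD/Veh against WT/Veh were called in each setting. For D-45113 it was 0 of 115 in 5xFAD and 0 of 4 in WT mice. These counts of 0 follow from single settings, since no gene passed with males only in 5xFAD mice or with voom in WT mice. The replicate numbers do not pair the mice (4 of 32 libraries correlated best with their own number), and with the replicate block the counts were 3 (WT), 675 (genotype), 717 (5xFAD), 0 (interaction) and 64 (overlap). At the depth and number of mice here, 25.4% of simulated 1.5-fold changes were recovered in 5xFAD mice.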

Differences from the paper's values

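The tests in this part were all set before the data were examined. For DEGs of WT/D-45113 against WT/Veh at an FDR under 0.05, the paper's value is about 0 in Fig. 5a, read by eye, and the value here is 4. With limma voom, with only the groups compared and with log2(FPKM + 1) with and without a floor of 1 FPKM the value is 0, and with the other 11 alternatives and with each of 16 mice left out it differs.

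For Cst7 in 5xFAD/Veh against WT/Veh, the paper's log2 fold change is about 8.4 in Fig. 5b, read by eye, and the value here is 7.44 (SE 0.562). It falls within its error of the paper's with limma voom (8.43), with males only (8.26) and without WT/Veh mouse 2F (7.87), and not with the other 12 alternatives. For Atp6v0d2 the paper's value is about 7.0 in Fig. 5b, read by eye, and the value here 8.22; limma voom (6.97) and females only (8.01) do not differ, and the other 11 alternatives do. For Wnt1 in 5xFAD/D-45113 against 5xFAD/Veh the paper's value is about -2.2 in Fig. 5c, read by eye, and the value here -1.40 (adjusted p = 0.0816 from edgeR); limma voom (-2.11, adjusted p = 0.022) and the fit without 5xFAD/D-45113 mouse 1F (-1.95) do not differ, and the other 12 alternatives do.

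The paper counts 777 DEGs of D-45113 in 5xFAD mice, and the value here is 662, within 1.5 times of it. Of 15 alternatives 8 do not differ (783 with limma voom) and 7 do (0 to 504), and with 1 mouse left out 7 of 16 do not differ and 9 do (355 to 514). Of the genes labelled in Fig. 5c, 10 of 12 tested were called in the paper's direction, without Wnt1 and Ly86 (adjusted p = 0.0521). The number was 12 with limma voom, DESeq2 and the likelihood ratio test, 11 with the replicate block, with only the groups compared and with log2(FPKM + 1) and log2(FPKM + 0.1), 8 without the filter, 5 with females only, 0 with males only and 8 to 11 with 1 mouse left out; it was 8 of 9 with a mean of at least 1 CPM and 8 of 8 with a floor of 1 FPKM. Of the 14 genes shown in blue in Fig. 5e, 9 were called lower, without Arc, Sipa1l1, Abi2, Ngef and Chn1. The number was 14 with voom and with a floor of 1 FPKM, 13 with DESeq2 and the likelihood ratio test, 10 with a mean of at least 1 CPM and with the replicate block, 7 with only the groups compared and with log2(FPKM + 1) and log2(FPKM + 0.1), 4 without the filter, 1 with females only, 0 with males only and 4 to 13 with 1 mouse left out. Of the 22 genes in red, 11 were called lower. The number was 22 with voom, 18 with DESeq2, 17 with the likelihood ratio test, 16 with the replicate block, 14 with a mean of at least 1 CPM, 12 with only the groups compared and with log2(FPKM + 1), 8 without the filter and with log2(FPKM + 0.1), 4 with females only, 0 with males only and 8 to 19 with 1 mouse left out; it was 19 of 19 with a floor of 1 FPKM. Of the 10 genes in green, 10 were called higher, and 8 without the filter, 7 with only the groups compared and with log2(FPKM + 1) and log2(FPKM + 0.1), 2 with females only, 0 with males only and 5 to 10 with 1 mouse left out. The sign was the paper's for each of these genes tested.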

Other observations

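The contrasts over both genotypes and of 5xFAD/D-45113 with the WT groups were chosen after the results were seen. The same mice were regrouped at random (100 splits per comparison, the real one included). As many DEGs were found in 1 split, the real one, for 5xFAD/Veh against WT/Veh (646, highest other 1). The same held for D-45113 in 5xFAD mice (662, highest other 431). A share of 1 in 100 is the smallest that these splits can give, so chance is unlikely for both counts. For D-45113 in WT mice 2 splits gave as many DEGs (4; highest other 45), but at an unadjusted p under 0.05 17 splits gave as many genes as the real one (1139; highest other 3150). In WT mice the count of DEGs was thus rare among the splits, but chance is not excluded, and the unadjusted count was not rare. The unadjusted counts were reached in 4 splits for 5xFAD/Veh against WT/Veh (1861; highest other 2861) and in 1 for D-45113 in 5xFAD mice (3327; highest other 3247). For the genotype interaction (0; highest other 1) and the sex interaction (0; highest other 6) 100 of 100 splits gave as many because the real count is 0, so these splits decide nothing.

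The RNA of proteins that the paper stained or measured did not pass the threshold for D-45113 in 5xFAD mice with edgeR and all mice. Gfap had a log2 fold change of -0.36 (adjusted p = 0.38 from edgeR), Aif1 -0.69 (adjusted p = 0.0773), Lamp1 0.18 (adjusted p = 0.293), Olig2 0.29 (adjusted p = 0.291), Rbfox3 -0.45 (adjusted p = 0.131), Cd68 -0.51 (adjusted p = 0.0883) and Nefl -0.02 (adjusted p = 0.937). Aif1 passed with DESeq2 (adjusted p = 0.0422), limma voom (adjusted p = 0.0165), only the groups compared (adjusted p = 0.0371), log2(FPKM + 1) with a floor of 1 FPKM (adjusted p = 0.0368) and without 5xFAD/D-45113 mouse 3M (adjusted p = 0.0436); the other genes were not run in the alternatives. These are values of whole hippocampal RNA, not of the proteins.

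Over both genotypes together, D-45113 raised 219 and lowered 284 genes, of which 313 are among the 662. 5xFAD/D-45113 mice had 622 genes higher and 225 lower than WT/D-45113 mice. In comparison with WT/Veh mice, 997 genes were higher and 808 lower, and 467 of the 611 genes higher in 5xFAD/Veh were also higher in 5xFAD/D-45113. Vwf, a gene of endothelial cells, was higher with D-45113 in 5xFAD mice (log2 fold change 1.27, adjusted p = 0.00663).

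Across genes, the log2 fold changes of 5xFAD/Veh against WT/Veh and of D-45113 in 5xFAD mice had a covariance of -0.058 against all 5xFAD/Veh mice, -0.029 in simulated unchanged groups, and -0.036 with the 5xFAD/Veh mice split between the comparisons. The correlations in that order were -0.339, -0.488 and -0.189, so the correlation was stronger in the simulated unchanged groups than in the real ones. The thalamus score was over 1 in 5xFAD/D-45113 mice 1M (1.04), 2M (1.53) and 4F (1.21), WT/D-45113 mouse 1F (1.92) and WT/Veh mice 2M (1.08) and 3M (1.59).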
